# Absence of central tolerance in Aire-deficient mice synergizes with immune-checkpoint inhibition to enhance antitumor responses

**DOI:** 10.1038/s42003-020-1083-1

**Published:** 2020-07-08

**Authors:** Asiel A. Benitez, Sara Khalil-Agüero, Anjali Nandakumar, Namita T. Gupta, Wen Zhang, Gurinder S. Atwal, Andrew J. Murphy, Matthew A. Sleeman, Sokol Haxhinasto

**Keywords:** Inflammation, Immunotherapy, Tumour immunology, Autoimmunity

## Abstract

The endogenous anti-tumor responses are limited in part by the absence of tumor-reactive T cells, an inevitable consequence of thymic central tolerance mechanisms ensuring prevention of autoimmunity. Here we show that tumor rejection induced by immune checkpoint blockade is significantly enhanced in *Aire*-deficient mice, the epitome of central tolerance breakdown. The observed synergy in tumor rejection extended to different tumor models, was accompanied by increased numbers of activated T cells expressing high levels of Gzma, Gzmb, Perforin, Cxcr3, and increased intratumoural levels of Cxcl9 and Cxcl10 compared to wild-type mice. Consistent with Aire’s central role in T cell repertoire selection, single cell TCR sequencing unveiled expansion of several clones with high tumor reactivity. The data suggest that breakdown in central tolerance synergizes with immune checkpoint blockade in enhancing anti-tumor immunity and may serve as a model to unmask novel anti-tumor therapies including anti-tumor TCRs, normally purged during central tolerance.

## Abstract (web summary)

Benitez et al. show that mice lacking the autoimmune regulator Aire, which is important for T cell central tolerance, show an improved anti-tumor response and expansion of T cell clones with high tumor reactivity after anti-PD1 antibody treatment compared to wild-type mice. This study suggests a path towards improved immunotherapy strategies.

## Introduction

The immune system has evolved in response to the threat of pathogenic microorganisms by carefully regulating these responses to clear the pathogen but also to prevent immunity from damaging the host. The latter is primarily achieved by establishing immune tolerance, a two-pronged endeavor consisting of central and peripheral tolerance, ensuring that “self-reactive” lymphocytes are either eliminated or subjected to regulatory programs to limit any negative impact to the host. Defects in the pathways involved in the establishment and maintenance of tolerance give rise to autoimmunity, often being associated with damage to specific tissues as a result of infiltrating autoreactive lymphocytes.

In addition to protecting the body from pathogens, it is now recognized that the immune system also plays a role in cancer surveillance by removing cancerous, damaged, or stressed cells that through modifications or mutations present molecules or antigens that are deemed as nonself^1^. However, cancerous cells often escape detection and clearance by the immune system through mechanisms involving immune editing, enhanced regulatory T cell activity, and increased surface expression or secretion of suppressive molecules^2^. Advances made over the last two decades in the field of oncology have greatly enhanced the survival rates of cancer patients. These advances include immunotherapies such as antibodies blocking the cytotoxic T lymphocyte-associated protein 4 (CTLA-4) and the programmed cell death 1 (PD-1), and the development of chimeric antigen receptor-modified T cells^3,4^. Despite these advances, cancer remains the second leading cause of deaths in the United States and therefore represents a tremendous burden on society^5^. The high incidence of cancer and limited responses to current therapies necessitates the development of new therapies to improve patient survival.

Autoimmune regulator (*Aire*) plays a key role in establishing central T cell tolerance thereby protecting against the development of autoimmunity. Mutations in AIRE cause autoimmunity against different organs in humans and mice^6–8^ accompanied by a spectrum of manifestations, such as, autoimmune polyglandular syndrome type-1 (APS-1), hypothyroidism, Addison’s disease, and others^9^. Recently it was also shown that pneumonitis is prevalent in patients with APS-1 characterized by high levels of activated neutrophils and lymphocytes^10^. *Aire* is expressed in medullary thymic epithelial cells (mTECs) where it functions as a transcriptional regulator promoting the expression of tissue-restricted self-antigens (TSAs). Self-reactive thymocytes that recognize these TSAs with high affinity are eliminated through apoptosis or differentiate into regulatory T cells (Tregs)^11^. Several reports have also shown that both in mice and humans, *Aire* is also expressed in secondary lymphoid organs by a specialized population of cells, namely eTACs (extra-thymic Aire^+^ cells), with a suggested role in regulating tolerance^12–15^, albeit this contribution remains an open question.

Prior studies have indicated that deficiency in *Aire* promotes the clearance of melanomas, due to the presence of self-reactive T cells capable of recognizing self-antigens expressed on melanoma cells^16–18^. In addition, in vivo depletion of mTECs expressing *Aire* using anti-RANKL antibodies resulted in enhanced clearance of melanoma cells^19^. Furthermore, in humans, single-nucleotide polymorphisms in *AIRE* have been shown to be protective against melanoma^20^. Here we demonstrate that breakdown in central tolerance in *Aire*-deficient mice, results in enhanced rejection of multiple tumor types importantly in the presence of different immune-checkpoint inhibitors. In an effort to delineate the cellular and molecular mechanisms responsible for this synergy we performed single-cell RNAseq and TCRseq. We show that the antitumor response in *Aire*^*−/*−^ mice is greatly augmented, composed of multiple pro-inflammatory cell types enlisting multiple pathways with the potential to serve as future combination therapies.

## Results

### *Aire* deficiency results in potent antitumor rejection in combination with PD-1 blockade

To evaluate whether defects in central tolerance in combination with immune-checkpoint inhibition affected tumor growth, *Aire*^*+/+*^ or *Aire*^*−/*−^ mice were implanted with the poorly immunogenic MC38 colon tumor model^21,22^. PD-1 is a receptor expressed on T cells that is induced upon activation resulting in decreased proliferation, cytotoxicity, and cytokine production^23^. Mice were injected with anti-PD1 or Isotype (Rat IgG2a) antibodies at the indicated time points and tumor growth kinetics were monitored (Fig. 1a). Consistent with prior reports^24^, we observed that PD1 blockade had a modest reduction in tumor growth in *Aire*^*+/+*^ mice (Fig. 1b and Supplementary Fig. 1a), whilst this difference was greatly augmented in *Aire*^−*/−*^ mice. Analysis of the tumor infiltrates revealed that tumors from wild-type animals treated with anti-PD1 consisted of significantly more infiltrating CD8^+^ T cells as previously shown^21^ (Fig. 1c). However, *Aire*^*−/−*^ mice treated with anti-PD1 had a significantly higher percentage of CD8^+^ T cells (15% vs. 10%), and an increase in the CD8/CD4 ratio and CD8/Treg ratio compared with wild-type mice treated with anti-PD1 (Fig. 1c, e, and Supplementary Fig. 1c). No major differences were observed in the CD4^+^ TIL population (Fig. 1d). Importantly, the observed increase was restricted to the tumors, as we did not observe any marked differences in the levels of splenic CD8^+^ or CD4^+^ T cells suggesting the response is driven by specific tumor antigens in the tumors from *Aire*^*−/−*^ (Supplementary Fig. 1d–f).

**Fig. 1:**
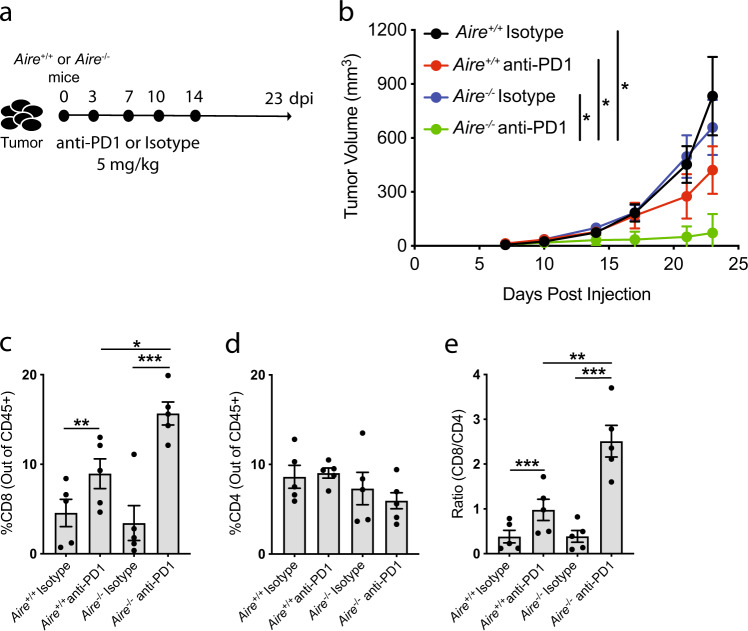
*Aire*^*−/−*^ mice displayed increased tumor killing in combination with PD-1 blockade. **a** Schematic depicting antibody treatment regimen in *Aire*^+/+^ and *Aire*^*−/−*^ implanted with MC38. Mice were injected with Isotype or anti-PD1 antibodies at 5 mg/kg on days 0, 3, 7, 10, and 14. **b** Growth kinetics of MC38 tumors in *Aire*^+/+^ and *Aire*^*−/−*^ treated with Isotype or anti-PD1 (*n* = 8 per group). **c**, **d** Percentage of intra-tumoral CD8^+^ or CD4^+^ T cells from *Aire*^+/+^ and *Aire*^*−/−*^ treated with isotype or anti-PD1 (*n* = 5 per group) at day 23. Cells were gated on live cells and percentages were determined out of total CD45^+^ cells. **e** Ratio of CD8^+^ to CD4^+^ T cells. Data are represented as mean ± SEM, (*P < 0.05; **P < 0.01; ***P < 0.001), one-way ANOVA with Tukey’s test.

To further profile the observed antitumor response, we performed RNAseq in tumors from *Aire*^*+/+*^ and *Aire*^*−/−*^ mice treated with anti-PD1. This showed that tumors from *Aire*-deficient mice had a larger number of upregulated genes compared with the wild-type mice (Supplementary Fig. 2a, b). There was an enrichment of genes involved in T cell activity (Fig. 2a) as well as chemokines and chemokine receptors (Fig. 2b). There was a significant increase in the number of genes associated with antitumor immune responses such as Cd3e, Cd8α, Ifnγ, Tnfα, and FasL (Fig. 2c). Furthermore, there was an increase in the expression of chemokines such as Xcl1, Cxcl9, Cxcl10, and chemokine receptor Cxcr3 in the tumors from *Aire*^*−/−*^ (Supplementary Fig. 2c). High levels of Cxcl9 and Cxcl10 in tumors correlate with increased recruitment of CD8^+ ^T cells expressing Cxcr3^25,26^. Interestingly, chemokine profiling revealed higher levels of CXCL10 in the serum from *Aire*^*-/-*^ mice (Supplementary Fig. 2d) in agreement with previous reports showing high levels of CXCL10 in APS-1 patients^27^, suggesting a potential mechanisms for the enhanced antitumor response. In addition, tumors from *Aire*^*−/−*^ mice had lower levels of expression of Ptp4a1 and Meis2 which have been shown to promote tumor progression and are associated with poor survival^28,29^ (Supplementary Fig. 2e).

**Fig. 2:**
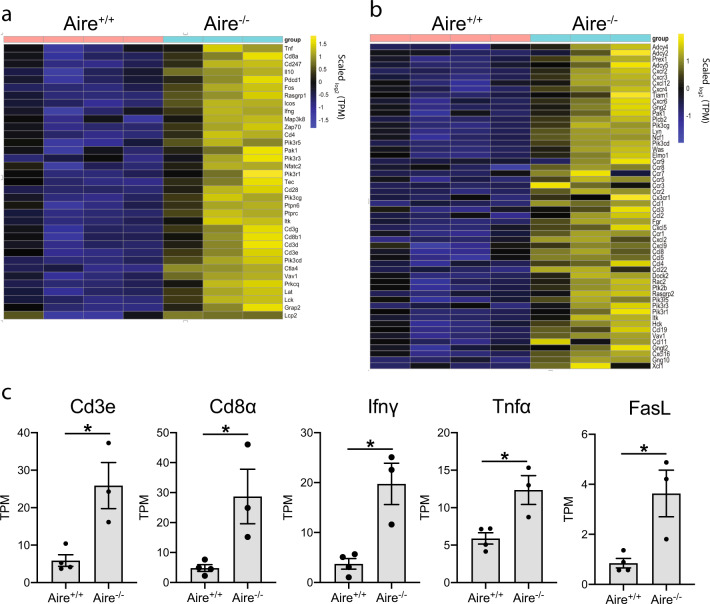
Tumors from *Aire*^*−/−*^ mice have increased levels of cytotoxic genes. **a**, **b** Heatmaps depicting differentially regulated genes associated with T cell receptor signaling or chemokine signaling in tumors from *Aire*^+/+^ (*n* = 4) and *Aire*^*−/−*^ (*n* = 3) mice treated with anti-PD1. Differentially regulated genes were defined with log2 fold changes of 1.5 in either up or down direction and with *p* values <0.01; TPM transcripts per million. The expression value of each gene was divided by the median expression of the same gene across all samples. **c** Transcript levels of Cd3e, Cd8α, Ifnγ, Tnfα, and FasL in tumors from *Aire*^+/+^ and *Aire*^*−/−*^ mice. TPM transcripts per million. Data are represented as mean ± SEM, (*P < 0.05; **P < 0.01; ***P < 0.001), by Student’s *t* test. TPM values are provided in Supplementary Data 1.

### *Aire* deficiency results in potent melanoma rejection in combination with immune-checkpoint blockade

We next wanted to test whether *Aire*^*−/−*^ mice also displayed increased antitumor activity against B16F10 melanoma. To this end, we implanted mice with B16.F10 cells and treated mice with anti-CTLA4 or isotype antibodies on days 3, 7, 10, and 14 and tumor growth kinetics were monitored. Consistent with published results^16^, anti-CTLA4 treatment had a profound effect on tumor growth in the *Aire*^*−/−*^ mice compared with wild type (Fig. 3a). Interestingly, *Aire*^*−/−*^ mice treated with isotype displayed increased antitumor activity over the wild type also treated with isotype control antibody. Profiling of tumor infiltrates revealed that anti-CTLA4 blockade increased the percentage of both CD4^+^ and CD8^+^ T cells in wild-type mice over isotype (Supplementary Fig. 3a, b). However, *Aire*^*−/−*^ mice treated with anti-CTLA4 had a significantly higher percentage of CD4^+^ and CD8^+^ T cells and an increase in the CD8/CD4 ratio and CD8/Treg ratio over the wild type also treated with anti-CTLA4 (Supplementary Fig. 3c, d). We observed similar results using the MC38 tumor model in *Aire*^*+/+*^ and *Aire*^*−/−*^ mice treated with anti-CTLA4 or isotype antibodies (Supplementary Fig. 3e). We next wanted to determine if the enhanced antitumor activity of *Aire*^*−/−*^ mice could be unmasked with another immune-checkpoint inhibitor. To this end, we implanted mice with B16F10 melanoma tumors treated with anti-PD1 or isotype antibodies on days 3, 7, 10, and 14 and tumor growth kinetics were monitored. This line of experimentation showed that *Aire*^*−/−*^ mice displayed reduced tumor growth in the presence of anti-PD1 antibody over the wild type (Fig. 3b). We next wanted to determine if there were differences in the levels of cytotoxicity of CD8^+^ TILs from *Aire*^*+/+*^ and *Aire*^*−/−*^ mice. To this end, we isolated CD8^+^ TILs from *Aire*^*+/+*^ and *Aire*^*−/−*^ mice treated with anti-PD1 or isotype antibodies, mixed with tumor cells and measured the activity of lactate dehydrogenase (LDH), which is released from the cytosol of damaged cells into the supernatant^30^. This line of experimentation showed that direct cytotoxicity testing against B16F10 target cells resulted in enhanced activity for CD8^+^ TILs from *Aire*^*−/−*^ mice treated with anti-PD1 as compared with wild type when effector-to-target ratios were at least 7.5:1 (Fig. 3c). In addition, there was an increase in the levels of IFNγ and TNFα released by the CD8^+^ TILs from *Aire*^*−/−*^ mice treated with anti-PD1 compared with wild type (Supplementary Fig. 3f, g). Interestingly, the levels of the two cytokines analyzed were similar between CD8^+^ TILs from *Aire*^*−/−*^ mice treated with anti-PD1 or isotype suggesting that the cytolytic activity of CD8^+^ TILs *Aire*^*−/−*^ mice is greatly enhanced by antagonizing the PD1 pathway.

**Fig. 3:**
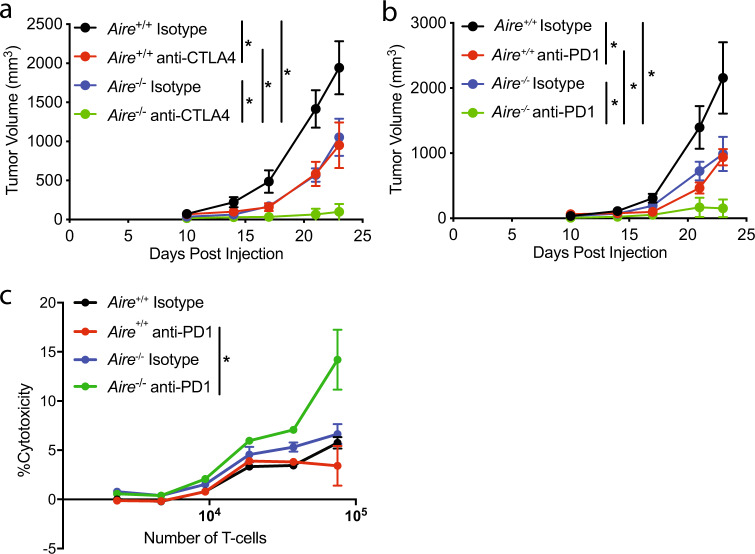
*Aire*^*−/−*^ mice displayed increased melanoma killing in combination with PD-1 or CTLA4 blockade. **a** Growth kinetics of B16.F10 tumors in *Aire*^+/+^ and *Aire*^*−/−*^ treated with Isotype or anti-CTLA4 (*n* = 9 per group). **b** Growth kinetics of B16.F10 tumors in *Aire*^+/+^ and *Aire*^*−/−*^ treated with Isotype or anti-PD1 (*n* = 10 per group). **c** Increased cytotoxicity of CD8^+^ TILs from *Aire*^*−/−*^ mice treated with anti-PD1 (*n* = 3 per group). Data are represented as mean ± SEM, (*P < 0.05; **P < 0.01; ***P < 0.001), by one-way ANOVA with Tukey’s test.

To further elucidate the magnitude of the anti-melanoma response observed in *Aire*^*−/−*^ mice, we performed RNAseq in tumors from *Aire*^*+/+*^ and *Aire*^*−/−*^ mice treated with anti-CTLA4. These results revealed that tumors from *Aire*-deficient mice had a larger number of upregulated genes compared with the wild-type mice (Fig. 4a and Supplementary Fig. 4a). Similar to our prior observations with the MC38 model, there was a significant increase in the number of genes associated with antitumor immune responses such as Ifnγ, Gzmb, Perforin, Cxcl9, Cxcl10, and levels of Cxcr3 trended higher in *Aire*^*−/−*^ mice (Fig. 4b), supporting the hypothesis that defects in central tolerance provide a conducive immunological milieu that synergizes with various immune-checkpoint therapies across different tumor types.

**Fig. 4:**
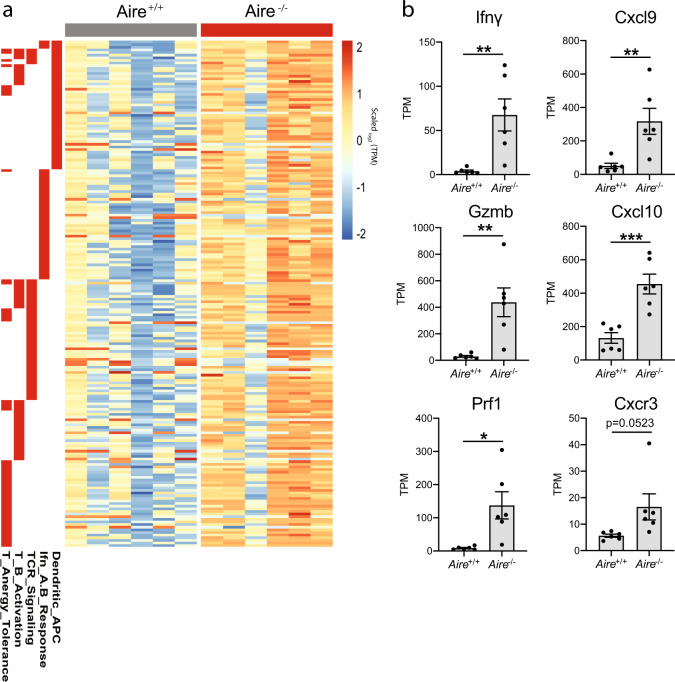
Tumors from *Aire*^*−/−*^ mice treated with anti-CTLA4 have increased levels of cytotoxic genes. **a** Heatmap depicting the differentially regulated genes in tumors from *Aire*^+/+^ (*n* = 6) and *Aire*^*−/−*^ (*n* = 6) mice treated with anti-CTLA4. Differentially regulated genes were defined with log2 fold changes of 1.5 in either up or down direction and with *p* values < 0.01; TPM transcripts per million. The expression value of each gene was divided by the median expression of the same gene across all samples. The genes found to be differentially regulated were grouped according to different biological pathways (columns on left shaded in red). **b** Levels of Ifnγ, Gzmb, Prf1, Cxcl9, Cxcl10, and Cxcr3 in tumors from *Aire*^+/+^ and *Aire*^*−/−*^ mice. TPM, transcripts per million. Data are represented as mean ± SEM, (*P < 0.05; **P < 0.01; ***P < 0.001), by Student’s *t* test. TPM values are provided in Supplementary Data 2.

### Single-cell analysis reveals drastic changes in tumor infiltrates from *Aire*^*−/−*^ mice

To further elucidate the cellular and molecular changes that may account for the enhanced antitumor activity observed in *Aire*^*−/−*^ mice, we performed single-cell RNAseq on infiltrates from MC38 tumors. *Aire*^*+/+*^ and *Aire*^*−/−*^ mice were implanted with tumors and anti-PD1 or isotype antibodies administered on days 0, 3, 7, 10, and 14 and tumor infiltrates were analyzed on day 19. We sorted the intra-tumoral and splenic CD45^+^ populations (Supplementary Fig. 5a) and individually sequenced cells from each tissue (Supplementary Table 1). 

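Each library held the sorted CD45+ cells of one tissue and one condition. The paper states that the tumors of 4 to 6 mice were pooled per condition, and that spleens were pooled. The legend of Supplementary Fig. 5c gives 6 per group for the splenic data. The 4 conditions and both tissues gave 8 CD45+ libraries, with 1 library per condition and tissue. MC38 is a mouse colon adenocarcinoma cell line. Because no condition had a second library, no test between conditions was run, and the differences have no replicate check. The authors deposited, for each library, the number of unique molecular identifiers (UMIs) counted per gene in every barcode called as a cell, without normalization. A UMI marks one captured RNA molecule, so that copies made during amplification are counted once. The counts were made with Cell Ranger, whose version, genome build and gene model are stated only in the paragraph on the TCR libraries. That paragraph names a kit for the 5′ end of RNA, and the paragraph on these libraries a kit for the 3′ end. Over the cells that passed the quality filter, the tumor libraries held 38930018 UMIs for *Aire*+/+ isotype, 28760725 for *Aire*+/+ anti-PD1, 24639380 for *Aire*-/- isotype and 23282801 for *Aire*-/- anti-PD1. The median number of UMIs per tumor cell was 11892, 11858.5, 12251.5 and 9889, in the same order. The splenic libraries were shallower, with 12131829, 10927395, 11179230 and 12618100 UMIs and medians of 4549, 4413.5, 4733 and 4502 per cell. Aire itself was rarely captured. It had 0, 2, 1 and 0 UMIs in the 4 tumor libraries and 2, 5, 4 and 0 in the 4 splenic libraries, too few to check the genotype labels. The filter removed cells with fewer than 200 genes or more than 20% mitochondrial UMIs. The 8 libraries were then clustered together on 1000 variable genes and 15 principal components, after regression of the UMI number, the mitochondrial share and the cell-cycle scores. A shared-neighbour graph was partitioned by modularity with the Leiden algorithm at resolution 0.4, and the Seurat package itself was not run. No doublets were removed in the main setting. Clusters were named from marker genes fixed beforehand, and the rule that scores those markers was chosen after the clusters were seen. Each named class is called "-like" for that reason. A class's share of a library carries an exact Clopper-Pearson 95% interval. A sum of UMIs carries an exact Poisson 95% interval and a ratio of 2 sums a conditional exact interval. All of these intervals cover counting error only and leave out the spread between mice.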

Unbiased clustering was performed using the Seurat package with cell populations visualized in UMAP dimensionality reduction plots. The analysis revealed ten distinct clusters in the combined intra-tumoral and splenic CD45^+^ populations, each with a unique gene expression profile (Fig. 5a). 

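With the settings above, 14 clusters were found in the CD45+ libraries. The largest held 4601 cells and was B-like. It was followed by a macrophage-like cluster of 3803 cells, a naïve T-like cluster of 1722 cells, a monocyte-like cluster of 1648 cells, an activated CD8+ T-like cluster of 1443 cells and an NK-like cluster of 968 cells. Smaller named clusters held 731 cells (mature dendritic-like), 554 cells (a second monocyte-like cluster), 436 cells (regulatory T-like), 145 cells (neutrophil-like), 54 cells (plasmacytoid dendritic-like) and 47 cells (basophil- or mast-like). A pair of clusters stayed unnamed. One of 891 cells was led by Jchain, Mzb1 and Cr2 and had too few plasma cell markers in its cells. The other, of 625 cells, was led by the cell-cycle genes Stmn1, Top2a, Rrm2 and Mki67.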

The clustering of spleens and tumors separately revealed the source of the clusters identified (Supplementary Fig. 5b). 

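Clustered together, most clusters drew nearly all of their cells from one tissue. Of the macrophage-like cells, 1625, 1136, 710 and 311 came from the tumor libraries of *Aire*+/+ isotype, *Aire*+/+ anti-PD1, *Aire*-/- isotype and *Aire*-/- anti-PD1, and 7, 8, 3 and 3 from the splenic libraries in the same order. The B-like cluster had 27, 7, 15 and 6 tumor cells against 976, 1060, 1084 and 1426 splenic cells. One monocyte-like cluster came from the tumors, with 526, 341, 421 and 355 cells there and between 0 and 2 in each spleen, and the other from the spleens, with 207, 128, 123 and 73 cells. NK-like cells were found in both tissues, with 115, 132, 163 and 294 tumor cells and 89, 52, 59 and 64 splenic cells.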

Major cell types comprised T cells (CD3e^+^), B cells (CD79a^+^), macrophage/myeloid (Msr1^+^ C1qb^+^), dendritic cells (Clec9a^+^), pDCs (Siglech^+^), NK cells (Ncr1^+^), and neutrophils (S100a8^+^) (Fig. 5b). 

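The genes with the largest fold over the other cells show what each name rests on, and they are part of the definition of the clusters, not a result. The B-like cluster was led by Cd79a, Cd79b and Fcmr. The macrophage-like cluster was led by C1qa, C1qb, C1qc and Ms4a7, and the monocyte-like clusters by Thbs1, Lyz2 and Chil3 in the tumors and by Lyz2, Ace and Ear2 in the spleens. The NK-like cluster was led by Gzmc, Gzma, Gzmb and Prf1 together with Ncr1 and Klrb1c. The plasmacytoid dendritic-like cluster was led by Klk1, Siglech and Cox6a2, and the neutrophil-like cluster by S100a9, S100a8 and Ngp. Fscn1, Cst3 and Ccr7 led the mature dendritic-like cluster, and no cluster took the name of the Clec9a-expressing conventional dendritic cells.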

Based on specific cell markers, T cells were furthered clustered into activated CD8^+^ (Clusters 0 and 2), CD8^+^ naïve (Cluster 6), CD4^+^ T cells (Cluster 10), and regulatory T cells. 

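The T cells fell into 3 named clusters here. The activated CD8+ T-like cluster was led by Gzmf, Cd8a, Cd8b1 and Ifng. It stands for the clusters 0 and 2 of Fig. 5 together, since the marker lists of the 2 were merged into 1 class. The naïve T-like cluster was led by Lef1, Tcf7 and Igfbp4 and came mostly from the spleens, where it held 306 cells for *Aire*+/+ isotype, 380 for *Aire*+/+ anti-PD1, 440 for *Aire*-/- isotype and 499 for *Aire*-/- anti-PD1. The regulatory T-like cluster was led by Tnfrsf4, Icos and Areg and came from the tumors, with 175, 110, 56 and 85 cells in the same order. No separate cluster took the CD4+ T cell name.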

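Among the tumor cells of the anti-PD1 libraries, Foxp3 had 456 UMIs in the regulatory T-like cells of *Aire*-/- mice and 512 in those of *Aire*+/+ mice, against 9 and 4 in the activated CD8+ T-like cells and 1 and 9 in the macrophage-like cells. Cd4 had 186 and 220 UMIs in the regulatory T-like cells and 119 and 89 in the activated CD8+ T-like cells. Cd8a had 9792 and 2295 UMIs in the activated CD8+ T-like cells. In the NK-like cells Cd8a had 134 UMIs for *Aire*-/- and 1 for *Aire*+/+.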

The clusters identified expressed markers associated with each specific cell type such as Cd4, Cd8α, and Foxp3.

**Fig. 5:**
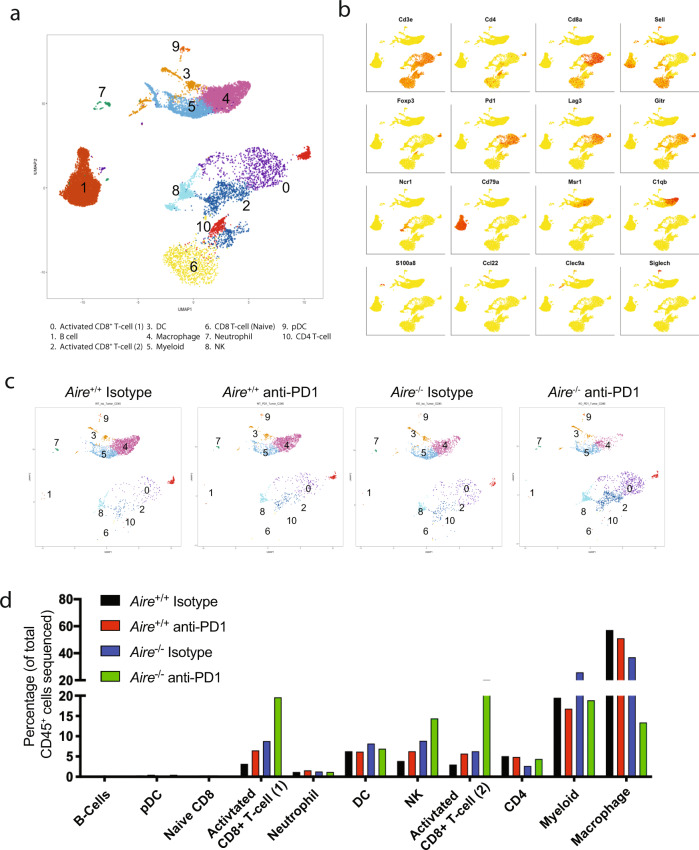
Single-cell analysis reveals changes in intra-tumoral cell populations in tumors from *Aire*^+/+^ and *Aire*^*−/−*^ mice. **a** UMAP plot depicting the clusters from splenic and tumor CD45^+^ cells. The cluster numbers correspond to individual cell populations described below the UMAP plot. **b** Individual UMAP plots from splenic and tumor CD45^+^ cells depicting the expression of cell markers associated with cell clusters identified in Fig. 5a. T cells (CD3e^+^), B cells (CD79a^+^), macrophage/myeloid (Msr1^+^ C1qb^+^), dendritic cells (Clec9a^+^), pDCs (Siglech^+^), NK cells (Ncr1^+^), and neutrophils (S100a8^+^). **c** UMAP plots depicting the unsupervised clustering of tumor CD45^+^ cells in *Aire*^+/+^ and *Aire*^*−/−*^ treated with Isotype or anti-PD1. **d** Bar graph depicting the composition of each cluster identified in tumor CD45^+^ cells from *Aire*^+/+^ and *Aire*^*−/−*^ mice treated with Isotype or anti-PD1. Transcriptional changes in all cell types identified across all conditions are included in Supplementary Data 6.

Clustering of each individual condition tested revealed drastic changes in percentages of several populations in *Aire*^*−/−*^ mice (Fig. 5c). 

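Apart from the activated CD8+ T-like, NK-like and macrophage-like cells, the monocyte-like cells were the largest class of the tumor libraries. They made up 18.4% (95% interval 17.0 to 19.8) of the cells for *Aire*+/+ isotype, 15.7% (14.2 to 17.3) for *Aire*+/+ anti-PD1, 22.8% for *Aire*-/- isotype and 17.2% (15.6 to 18.9) for *Aire*-/- anti-PD1. Mature dendritic-like cells made up 6.21%, 6.25%, 8.46% and 6.89%, in the same order. Regulatory T-like cells made up 5.97%, 4.98%, 3.02% and 4.10%. Their share was lower in *Aire*-/- than in *Aire*+/+ mice under isotype, by a factor of 0.505 (0.367 to 0.686). Under anti-PD1 that factor was 0.822, and its interval of 0.612 to 1.10 includes 1. These factors have all cells of a library as the denominator, where a smaller macrophage-like share raises every other share. They are not given without macrophage-like cells. Under anti-PD1 the macrophage-like share was 15.0% in *Aire*-/- and 51.4% in *Aire*+/+ mice, so without those cells the factor would lie below 0.822. Under isotype it was 38.3% and 55.5%, and the factor would lie below 0.505. The anti-PD1 interval that includes 1 thus does not show an unchanged share among the other cells. The cluster led by cell-cycle genes made up 0.751%, 1.27%, 1.56% and 1.73% of the tumor libraries. Neutrophil-like, plasmacytoid dendritic-like, basophil-like, B-like and naïve T-like cells each made up less than 2% of every tumor library.

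**Figure D1:**
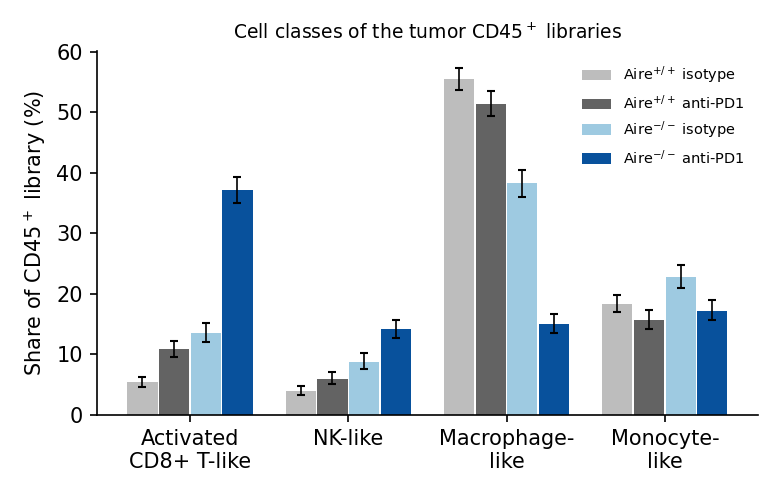
Shares of 4 classes in the tumor CD45+ libraries, in percent of the cells of each library, with exact 95% binomial intervals as error bars and 1 library per bar. The macrophage-like bar is the lowest of its class at 15.0% for *Aire*-/- anti-PD1, where the activated CD8+ T-like bar reaches 37.2%.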

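In the *Aire*+/+ tumors, the activated CD8+ T-like cluster held 158 of 2930 cells (5.39%, 95% interval 4.60 to 6.27) under isotype and 239 of 2208 cells (10.8%, 9.56 to 12.2) under anti-PD1. Its share was 2.01-fold higher under anti-PD1 (1.63 to 2.47). In the *Aire*-/- tumors, the same cluster held 252 of 1856 cells (13.6%, 12.1 to 15.2) under isotype and 771 of 2075 cells under anti-PD1, a 2.74-fold higher share (2.37 to 3.17). The genes Gzmb and Prf1 are among the markers that name this cluster.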

We observed that anti-PD1 treatment resulted in increased levels of activated CD8^+^ T cells in both *Aire*^*+/+*^ and *Aire*^*−/−*^ compared with the isotype treated animals (Clusters 0 and 2). However, there was a ~3 and ~3.6-fold increase in the percentage of activated CD8^+^ T cells in tumors from *Aire*^*−/−*^ mice treated with anti-PD1 over wild type (Fig. 5d). 

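Between the anti-PD1 tumors, the share of activated CD8+ T-like cells was 37.2% (95% interval 35.1 to 39.3) in *Aire*-/- mice, 3.43-fold that in *Aire*+/+ mice (2.97 to 3.99). Of the alternative settings, the one that moved this fold most left the macrophage-like cells out of the denominator, since a smaller macrophage share raises every other share. The fold was then 1.96. A gate that counts cells with at least 1 UMI of a Cd3 gene and 1 of Cd8a or Cd8b1, which needs no clusters, gave 3.63-fold. Of all cells of the cluster, 53.4% came from the *Aire*-/- anti-PD1 tumor.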

Congruent with the initial observations made in Fig. 1, we did not observe any changes in the populations identified in the spleen suggesting the response is tumor specific (Supplementary Fig. 5c).

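In the splenic CD45+ libraries, B-like cells made up 46.6% (95% interval 44.4 to 48.8) of cells for *Aire*+/+ isotype, 50.8% (48.6 to 52.9) for *Aire*+/+ anti-PD1, 53.6% (51.4 to 55.8) for *Aire*-/- isotype and 59.6% (57.6 to 61.6) for *Aire*-/- anti-PD1. The naïve T-like cluster made up 14.6%, 18.2%, 21.7% and 20.9%. NK-like cells made up 4.25%, 2.49%, 2.92% and 2.67%. The unnamed cluster led by Jchain, Mzb1 and Cr2 made up 11.2%, 9.82%, 9.69% and 9.61%. Activated CD8+ T-like cells made up 0.143%, 0.527%, 0.297% and 0.125%, on 3 to 11 cells per library. Between the anti-PD1 spleens, *Aire*-/- over *Aire*+/+, the share of B-like cells differed by 1.17-fold (1.08 to 1.27), that of naïve T-like cells by 1.15-fold (1.00 to 1.31) and that of NK-like cells by 1.07-fold (0.733 to 1.58). With doublets removed the B-like fold was 1.02. With 2000 variable genes and 30 principal components the naïve T-like fold was 0.941, and at resolution 0.8 the naïve T-like fold was 0.999, so that its direction changed. Between the isotype spleens, *Aire*-/- over *Aire*+/+, the fold was 1.15 (1.05 to 1.26) for B-like and 1.49 (1.28 to 1.73) for naïve T-like cells. That of NK-like cells was 0.687 (0.485 to 0.965), in the other direction. Neutrophil-like cells had 0.0450 (0.00109 to 0.277) under isotype, on 1 cell against 23, and 0.873 (0.261 to 2.92) under anti-PD1. The monocyte-like share was 9.98% (8.73 to 11.3), 6.23% (5.23 to 7.35), 6.08% (5.08 to 7.21) and 3.09% (2.44 to 3.87), and that of the cluster led by cell-cycle genes 8.97%, 9.10%, 3.56% and 2.51%. Both were lower in the *Aire*-/- than in the *Aire*+/+ library of each treatment by more than counting error. In every spleen, at least 90.3% of the cells of the cell-cycle cluster had a UMI of a Cd79 gene. Its share and the B-like share are therefore not separate results.

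**Figure D2:**
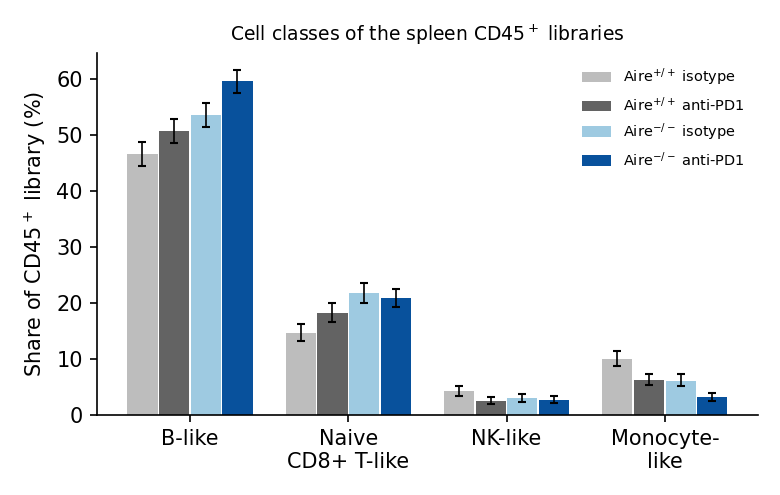
Shares of 4 classes in the splenic CD45+ libraries, in percent of the cells of each library, with exact 95% binomial intervals as error bars and 1 library per bar. The B-like bars lie between 46.6% and 59.6% and the NK-like bars between 2.49% and 4.25%.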

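Expression within a class was measured as the UMIs of a gene summed over the cells of that class, as counts per 1000000 UMIs of those cells (CPM). In the activated CD8+ T-like cells of the tumors, Gzmb had 3342 CPM (95% interval 3300 to 3384) in *Aire*-/- mice on anti-PD1 and 2019 (1959 to 2079) in *Aire*+/+ mice on anti-PD1, a log2 ratio of 0.73 (0.68 to 0.77). Prf1, which encodes perforin, had 487.5 (471.7 to 503.7) and 261.6 (240.4 to 284.0) CPM, a log2 ratio of 0.90 (0.77 to 1.03). Within the class under isotype, the log2 ratio of *Aire*-/- over *Aire*+/+ was 0.08 for Gzmb and -0.52 for Prf1. Both genes are markers of the class, so they were also measured without clusters, over all cells of the libraries of the CD8+ sort. There the log2 ratio was 0.29 (0.28 to 0.30) for Gzmb and 0.37 (0.33 to 0.40) for Prf1. Under isotype it was 0.27 for Gzmb and -0.02 for Prf1 over these cells. Among the settings on the log2 scale, cells thinned to 1000 UMIs moved the anti-PD1 ratios within the class most, to 0.53 for Gzmb and 0.60 for Prf1. The difference of mean log-normalized values per cell, which is on the natural-log scale, was 0.34 for Gzmb and 0.22 for Prf1.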

The activated CD8^+^ T cells (Cluster 0) in tumors from *Aire*^*−/−*^ mice treated with anti-PD1 had higher levels of the antitumor genes Gzmb, and Perforin compared to wild type (Supplementary Table 2). In addition, the activated CD8^+^ T cells from Cluster 2 had increased levels of Gzma as well as Stat1 (Supplementary Table 3), the latter which has been shown to be necessary for the development of antitumor cytolytic activity^31^. Furthermore, these activated CD8^+^ T cells expressed high levels of the integrin Cd103, the transcription factor Egr1, and reduced levels of Klf2 which have been associated with the formation of tumor-resident memory cells (*T*_RM_)^32^. 

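Gzma had 8275 UMIs in the activated CD8+ T-like cells of *Aire*-/- anti-PD1 tumors, or 1119 CPM (1095 to 1144), and 564.2 CPM (533.0 to 596.8) in those of *Aire*+/+ anti-PD1 tumors. The log2 ratio was 0.99 (0.90 to 1.08), and it was 1.99 (1.81 to 2.18) between the isotype tumors.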

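Cd103 is the product of Itgae. Itgae had 89.4 CPM (82.7 to 96.5) in the activated CD8+ T-like cells of *Aire*-/- anti-PD1 tumors and 34.2 (26.9 to 42.9) in those of *Aire*+/+ anti-PD1 tumors, a log2 ratio of 1.39 (1.04 to 1.75). It is also one of the markers of the class. Over all cells of the tumor libraries of the CD8+ sort its log2 ratio was 1.54 (1.42 to 1.66). Egr1 had 166.5 (157.4 to 176.1) and 83.6 (71.9 to 96.8) CPM, a log2 ratio of 0.99 (0.77 to 1.23). Klf2 was lower, at 385.1 (371.1 to 399.5) against 883.1 (843.9 to 923.6), a log2 ratio of -1.20 (-1.28 to -1.11). The size of the Klf2 difference was less certain than its counting interval. Its log2 ratio was -0.43 at resolution 0.8 and -0.12 when every cell was thinned to 1000 UMIs before clustering. Under isotype the log2 ratios were 0.99 for Itgae, 0.73 for Egr1 and -0.51 for Klf2.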

*T*_RM_ cells have recently been shown to be retained within the tumor microenvironment and their presence is associated with better survival^32,33^.

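NK-like cells made up 3.92% (95% interval 3.25 to 4.69) of the tumor cells for *Aire*+/+ isotype, 5.98% (5.03 to 7.05) for *Aire*+/+ anti-PD1, 8.78% for *Aire*-/- isotype and 14.2% (12.7 to 15.7) for *Aire*-/- anti-PD1. Between the anti-PD1 tumors the *Aire*-/- share was 2.37-fold the *Aire*+/+ share (1.92 to 2.93), and 1.35-fold with the macrophage-like cells left out of the denominator. Within a genotype, anti-PD1 over isotype was 1.52-fold (1.18 to 1.97) in *Aire*+/+ and 1.61-fold (1.33 to 1.97) in *Aire*-/- mice.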

There were also changes in the levels of NK cells, with the *Aire*^*−/−*^ mice treated with anti-PD1 having more than the wild type (Fig. 5c, d). These NK cells express high levels of the cell-cycle regulator Pim-1 (Supplementary Table 4), and its overexpression has been suggested to protect NK cells from apoptosis^34,35^. 

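Pim1 had 1526 UMIs in the NK-like cells of *Aire*-/- anti-PD1 tumors, or 365.1 CPM (347.0 to 383.8), and 346 UMIs, or 186.5 CPM (167.4 to 207.3), in those of *Aire*+/+ anti-PD1 tumors. The log2 ratio was 0.97 (0.80 to 1.14). Between the isotype tumors it was 0.38 (0.18 to 0.58).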

Intra-tumoral macrophages have been shown to constitute the largest population and undergo drastic changes following immune-checkpoint therapy^36^. Our results showed that anti-PD1 treatment reduced the number of macrophages in tumors from both *Aire*^*+/+*^ and *Aire*^*−/−*^ compared with the isotype treated groups. However, the number of macrophages was strikingly lower with ~3.8-fold less in the tumors from *Aire*^*−/−*^ mice treated with anti-PD1 over the wild type (Fig. 5d). This decrease was also confirmed by determining the percentage of tumor infiltrating macrophages (Supplementary Fig. 5d). 

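In the *Aire*+/+ tumors, macrophage-like cells made up 55.5% (95% interval 53.6 to 57.3) of cells under isotype and 51.4% (49.3 to 53.6) under anti-PD1. The ratio of the shares was 0.928, and its interval of 0.859 to 1.00 reaches 1. That interval takes the cell counts as Poisson, which is too wide for shares this large. The exact intervals of the shares lay apart, from 53.64% up under isotype and to 53.55% under anti-PD1. The interval of the ratio thus does not place this fall within counting error. In the *Aire*-/- tumors macrophage-like cells made up 38.3% (36.0 to 40.5) under isotype and 15.0% (13.5 to 16.6) under anti-PD1, a ratio of 0.392 (0.342 to 0.448). These are shares of the sorted cells, and the files hold no number of macrophages per tumor.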

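Between the anti-PD1 tumors, the macrophage-like share of *Aire*-/- mice was 0.291 times that of *Aire*+/+ mice (0.256 to 0.331), or 3.43-fold less. Counted over the cells outside the activated CD8+ T-like class, the alternative that moved it most, the ratio was 0.413. At resolution 0.8 it was 0.238, where a cluster of 347, 258, 237 and 93 tumor cells led by interferon-response genes stayed unnamed.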

Despite the lower numbers, the macrophages present had increased levels of interferon stimulated genes such as Ifitm1, Gpb2, Gbp4, and Ifi47 (Supplementary Data 3). In addition, there were increased levels of the M1 macrophage marker Nos2 and high expression of the T cell chemoattractant Cxcl9. 

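Ifitm1 had 1715 CPM (1671 to 1760) in the macrophage-like cells of *Aire*-/- anti-PD1 tumors and 520.1 (508.9 to 531.4) in those of *Aire*+/+ anti-PD1 tumors, a log2 ratio of 1.72 (1.67 to 1.77). The log2 ratio was 1.58 (1.51 to 1.65) for Gbp2, which has 4400 UMIs in the *Aire*+/+ library, 1.53 (1.37 to 1.69) for Gbp4 and 0.93 (0.85 to 1.02) for Ifi47. Between the isotype tumors, the same genes had log2 ratios of 0.99, 1.22, 0.96 and 0.89.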

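Nos2 had 473 UMIs over the 311 macrophage-like cells of the *Aire*-/- anti-PD1 tumors, or 140.5 CPM (128.1 to 153.7), and 335 UMIs, or 21.2 CPM (19.0 to 23.6), over the 1136 of the *Aire*+/+ anti-PD1 tumors. Its log2 ratio was 2.73 (2.52 to 2.93), against 0.75 (0.55 to 0.95) between the isotype tumors. Leaving out the macrophage-like cells that also had a UMI of a Cd3 gene, Ncr1 or Klrb1c, an alternative added after the data were seen, gave a ratio of 2.49. Cxcl9 had 851.1 (820.2 to 882.8) and 302.4 (293.8 to 311.1) CPM, a log2 ratio of 1.49 (1.43 to 1.56). Its ratio between the isotype tumors was 1.67 (1.61 to 1.73).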

M1 macrophages produce high amounts of ROS and nitrogen radicals which have strong tumoricidal activity, and the secretion of Cxcl9 recruits Th1 cells to the tumor^37,38^. 

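Differences between the genotypes were also present without anti-PD1. Between the isotype tumors, the *Aire*-/- share was 2.52-fold the *Aire*+/+ share for activated CD8+ T-like cells (95% interval 2.06 to 3.09), 2.24-fold for NK-like cells (1.75 to 2.87) and 0.690-fold for macrophage-like cells (0.631 to 0.754).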

Altogether, these data suggest that the combination of immune-checkpoint blockade and breakdown in central tolerance orchestrates a multicellular recruitment of different immune cell types with pro-inflammatory characteristics at the tumor site and allows for unmasking of potential novel approaches for combination therapies, beyond T cells.

### Expansion of unique CD8^+^ TILs in *Aire*^*−/−*^ mice

Given the remarkable changes in the levels of CD8^+^ T cells in the tumors from *Aire*^*−/−*^ treated with anti-PD1 compared with wild type, we wanted to determine if there were qualitative changes in subpopulations that may account for the results seen. To this end, we sorted, captured, and sequenced intra-tumoral or splenic CD8^+^ T cells from *Aire*^*+/+*^ and *Aire*^*−/−*^ treated with anti-PD1 or isotype resulting in individually sequenced cells from each tissue respectively (Supplementary Table 5). 

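The CD8+ sort gave 8 further libraries, again with 1 library per condition and tissue from pooled mice and the same kind of deposited UMI counts. Over the cells that passed the filter, the tumor libraries held 35163283 UMIs for *Aire*+/+ isotype, 27052446 for *Aire*+/+ anti-PD1, 22414026 for *Aire*-/- isotype and 23271163 for *Aire*-/- anti-PD1, with medians of 11163.5, 10349, 10199 and 8883 per cell. The splenic libraries held 20126142, 19167791, 15590033 and 16279428 UMIs, with medians of 6405, 6304.5, 6282 and 5801. Aire had 6, 3, 1 and 0 UMIs in the tumor libraries and 0 in each splenic library. These libraries were processed like those of the CD45+ sort and clustered on their own. The TCR sequences of the same experiment are not analysed here. The sort was not pure. Clusters named from other cell types, which stayed in the libraries, held 332 cells (plasmacytoid dendritic-like), 179 cells (conventional dendritic-like), 88 cells (macrophage-like) and 53 cells (B-like). Values that compare whole CD8+ libraries use every cell that passed the filter and need no cluster.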

We performed clustering of the intra-tumoral and splenic CD8^+^ T cells using the Seurat package which identified 14 unique cell clusters (Fig. 6a). 

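The CD8+ libraries gave 12 clusters with the settings used here. Cluster 0, with 7264 cells, was led by the naïve T cell genes Lef1, Igfbp4 and Tcf7. The activated cluster 1 held 4776 cells and was led by Ccl1, Gzmf, Ccl3 and Gzmd. Cluster 2 held 3037 cells and was led by the interferon-response genes Ifit3, Cxcl10, Ifit1 and Isg15. The next clusters were led by Snord35a and the mitochondrial ribosomal RNAs (1627 cells), by Klra23 and Gzmm (1146 cells) and by Ccl5, Gzma and Klrg1 (751 cells). A cluster of 312 cells was led by cell-cycle genes and one of 220 cells by Il2. The remaining clusters are the ones named from other cell types.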

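Of the CD8+ clusters, 4 were nearly all from the tumors. The share of tumor cells was 99.7% in the activated cluster 1, 96.9% in cluster 2 led by Ifit3, 97.7% in the macrophage-like cluster and 91.0% in the cluster led by cell-cycle genes. Cluster 0 had 2.71% tumor cells, and the clusters led by Klra23 and by Ccl5 had 4.89% and 5.86%. The cluster led by Snord35a had 14.2% and the cluster led by Il2 49.5%. The largest share that any single library held in a cluster was 43.1%, in the plasmacytoid dendritic-like cluster, and 41.3% in the cluster led by Snord35a, whose *Aire*+/+ anti-PD1 spleen had 672 of the cells.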

The major separation of clusters was primarily driven by the tissue source of the CD8^+^ T cells, and all conditions tested were well represented in both tissues (Supplementary Fig. 6a, b). The intra-tumoral CD8^+^ T cells expressed very low levels of the naïve T cell marker *L-selectin* (CD62L) and high levels of the activation marker Cd69 (Fig. 6b). In addition, CD8^+^ TILs were characterized as having a distinctly pro-inflammatory signature with high levels of 4-1BB, Lag3, Gzma, Gzmb, Gzmk, and Gzmc (Fig. 6b). 

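Tumor over spleen, Cd69 had a log2 ratio of 2.40 (95% interval 2.33 to 2.47) for *Aire*+/+ isotype, 2.44 (2.37 to 2.51) for *Aire*+/+ anti-PD1, 2.27 (2.19 to 2.35) for *Aire*-/- isotype and 2.55 (2.48 to 2.62) for *Aire*-/- anti-PD1, with 627.9 CPM in the last tumor library against 107.3 in its spleen. The alternative that moved these ratios most scaled by UMIs other than those of mitochondrial, ribosomal and the 10 most abundant genes, and gave 1.94 for Cd69 in the *Aire*+/+ anti-PD1 pair.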

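4-1BB is encoded by Tnfrsf9. Tumor over spleen, the log2 ratio of Tnfrsf9 lay between 5.42 (*Aire*-/- anti-PD1) and 6.58 (*Aire*+/+ anti-PD1) over the 4 conditions, that of Lag3 between 5.59 and 6.97, and that of Gzmb between 5.68 (*Aire*-/- isotype) and 8.24 (*Aire*+/+ anti-PD1). Gzma and Gzmk had smaller ratios in *Aire*-/- than in *Aire*+/+ mice. Gzma had 2.21 and 2.71 in the *Aire*+/+ mice and 0.79 and 1.45 in the *Aire*-/- mice, for isotype and anti-PD1. Gzmk had 2.86 and 3.20 in the *Aire*+/+ mice and 0.68 and 1.54 in the *Aire*-/- mice. In the spleens, Gzma had 553.0 and 442.6 CPM in *Aire*-/- mice against 79.3 and 78.9 in *Aire*+/+ mice. Gzmc was nearly absent from the splenic libraries, with 7, 1, 1 and 0 UMIs. Its log2 ratio was 12.86 (11.81 to 14.17) for *Aire*+/+ isotype, 15.35 (12.87 to 20.65) for *Aire*+/+ anti-PD1 and 15.16 (12.68 to 20.47) for *Aire*-/- isotype. For *Aire*-/- anti-PD1, against a floor of 3 counts in the spleen, it was at least 8479-fold higher in the tumor. These 6 genes and Cd69 were higher in the tumor library in all 4 conditions, and none changed direction under the 3 alternatives run.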

We next determined the composition of each condition per cluster to identify any changes. 

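The activated cluster 1 took 1480 tumor cells from *Aire*+/+ isotype, 1273 from *Aire*+/+ anti-PD1, 1032 from *Aire*-/- isotype and 975 from *Aire*-/- anti-PD1. The cluster led by Klra23 made up 8.94% (95% interval 7.92 to 10.0) of the splenic library for *Aire*+/+ isotype, 9.71% (8.67 to 10.8) for *Aire*+/+ anti-PD1, 11.0% (9.79 to 12.4) for *Aire*-/- isotype and 10.9% (9.75 to 12.2) for *Aire*-/- anti-PD1. The cluster led by Snord35a made up 5.73%, 22.8%, 14.9% and 7.95% of the splenic libraries, an order that follows neither genotype nor treatment. The plasmacytoid dendritic-like cells that the sort let through made up 5.33% (4.51 to 6.25), 2.84% (2.19 to 3.61), 2.10% (1.50 to 2.86) and 0.588% (0.313 to 1.00) of the tumor libraries.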

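Clusters were matched to those of Fig. 6 through the 25 genes with the largest fold change in the Supplementary Data 7 tables of clusters 0 to 9. The tables of later clusters were not used here. The best match of cluster 6 was cluster 2 here, led by Ifit3 and Cxcl10, with a mean z-score of 1.30 over those genes. It was also the best match of cluster 4 of Fig. 6, with a mean z-score of 1.45, so its size is not that of cluster 6 alone. Of its tumor cells, 701 came from *Aire*+/+ isotype, 678 from *Aire*+/+ anti-PD1, 572 from *Aire*-/- isotype and 993 from *Aire*-/- anti-PD1, so that 33.7% (95% interval 32.0 to 35.5) came from the *Aire*-/- anti-PD1 library. It made up 26.1% (24.5 to 27.8), 30.5% (28.6 to 32.5), 30.8% (28.7 to 32.9) and 44.9% (42.8 to 47.0) of the cells of the 4 tumor libraries, in the same order, and the fold of *Aire*-/- anti-PD1 over *Aire*+/+ anti-PD1 was 1.47. Clustering the tumor libraries alone moved these values most, to 43.5% of the matched cluster and a fold of 2.04. Clustering on variable genes without those of Supplementary Data 4 and 5, so that genes that define the cluster could not set its size, gave 37.5% and 1.70.

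**Figure D3:**
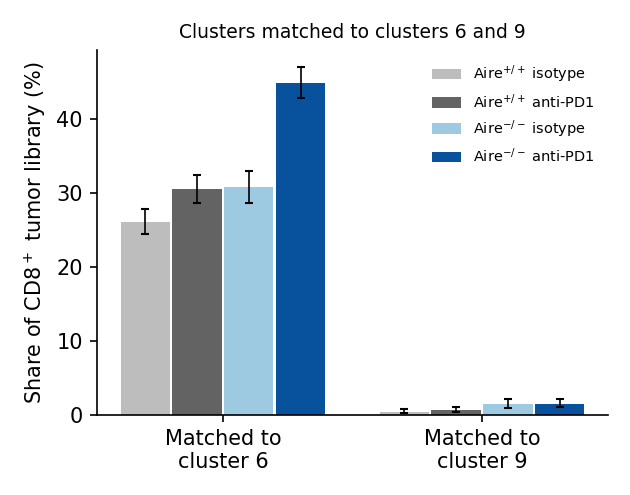
Share of each CD8+ tumor library in the clusters matched to clusters 6 and 9 of Fig. 6, in percent of the cells of the library, with exact 95% binomial intervals as error bars and 1 library per bar. For cluster 6 the *Aire*-/- anti-PD1 bar stands at 44.9% and the other bars between 26.1% and 30.8%, and for cluster 9 all bars lie between 0.410% and 1.49%.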

We found that more than 50% of cluster 6 was composed of CD8^+^ TILs from *Aire*^*−/−*^ treated with anti-PD1 (Fig. 6c and Supplementary Fig. 6c). These cells were characterized as expressing high levels of genes associated with T cell activation such as Lmna, Gzma, Nr4a1, Cd69, Pdcd1, Tnf, and FasL (Supplementary Data 4). Furthermore, these cells had increased levels of the chemokine receptors Cxcr3 and Cxcr6. 

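Genes that define a cluster were not compared within it. They were measured over all cells of the CD8+ tumor libraries. Between the anti-PD1 libraries, *Aire*-/- over *Aire*+/+, the log2 ratio was 0.66 (95% interval 0.60 to 0.72) for Lmna, 1.22 (1.19 to 1.25) for Gzma, 0.33 (0.29 to 0.37) for Nr4a1 and 0.78 (0.67 to 0.88) for Tnf. It was small for Cd69, at 0.13 (0.10 to 0.17), and for Fasl, at 0.01 (-0.04 to 0.06). Pdcd1 was lower in *Aire*-/- mice, with 774.4 CPM against 918.6 and a log2 ratio of -0.25 (-0.27 to -0.22). Between the isotype libraries the ratios were 0.76 for Lmna, 1.39 for Gzma, 0.45 for Nr4a1, -0.02 for Tnf, -0.22 for Cd69, 0.18 for Fasl and 0.28 for Pdcd1. Counting only cells with a UMI of Cd8a or Cd8b1, an alternative added after the data were seen, moved none of the 7 anti-PD1 ratios outside its interval.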

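Over all cells of the CD8+ tumor libraries, Cxcr3 had 63.4 CPM for *Aire*-/- anti-PD1 and 41.0 for *Aire*+/+ anti-PD1, a log2 ratio of 0.63 (0.52 to 0.74), and a ratio of 0.28 between the isotype libraries. Cxcr6 had 888.9 and 735.4 CPM, a log2 ratio of 0.27 (0.25 to 0.30), and 0.05 between the isotype libraries.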

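The 25 genes of the cluster 9 table scored highest in the macrophage-like cluster of the CD8+ libraries, led by C1qb, C1qa and Apoe, with a mean z-score of 1.80. Cluster 2, led by Ifit3 and Cxcl10, came next with 1.68. The macrophage-like cluster had 11 tumor cells from *Aire*+/+ isotype, 15 from *Aire*+/+ anti-PD1, 27 from *Aire*-/- isotype and 33 from *Aire*-/- anti-PD1, and 38.4% (95% interval 28.1 to 49.5) of its tumor cells came from the last. Its share of the tumor libraries was 0.410%, 0.675%, 1.45% and 1.49%. When clusters named from other cell types were left out of the match, a step added after the data were seen, cluster 2 was the best match of both clusters.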

Although not as striking as cluster 6, we also observed CD8^+^ TILs from *Aire*^*−/−*^ mice treated with anti-PD1 were overrepresented in cluster 9. Interestingly, these cells expressed high levels of interferon stimulated genes such as Cxcl10, Isg15, Ifit3, Ifit1, Rsad2, and Mx1 (Supplementary Data 5). 

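Over all cells of the CD8+ tumor libraries, the anti-PD1 log2 ratio of *Aire*-/- over *Aire*+/+ was 1.28 (95% interval 1.22 to 1.34) for Cxcl10, 0.38 (0.34 to 0.41) for Isg15, 0.53 (0.47 to 0.58) for Ifit3, 0.84 (0.78 to 0.91) for Ifit1 and 0.59 (0.50 to 0.68) for Rsad2. Mx1 did not differ beyond counting error, at 0.01 (-0.08 to 0.10). Between the isotype libraries the ratios were 0.62, 0.82, 0.82, 1.12, 0.90 and 0.50, in the same order of genes. With only the cells that had a UMI of Cd8a or Cd8b1, an alternative added after the data were seen, the anti-PD1 ratios of Cxcl10 (1.36) and Isg15 (0.42) lay above their intervals, and the other 4 stayed within theirs. In the title of Fig. 6, the paper states that highly cytotoxic cells are enriched among the CD8+ TILs of *Aire*-/- mice.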

Type-I interferons have been shown to act directly on CD8^+^ T cells where they promote activation and differentiation^39^.

**Fig. 6:**
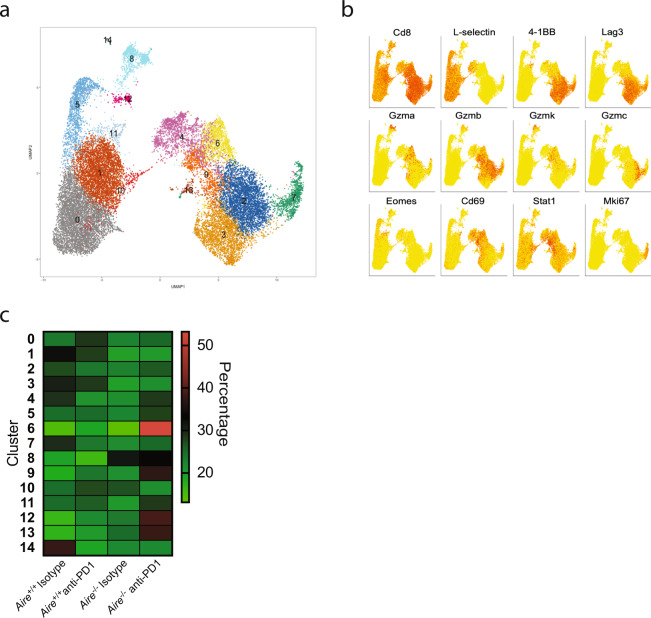
Sub-clustering of CD8^+^ TILs show enrichment of highly cytotoxic cells in *Aire*^*−/−*^ mice. **a** UMAP plot of splenic and tumor CD8^+ ^T cells from *Aire*^+/+^ and *Aire*^*−/−*^ mice treated with Isotype or anti-PD1. Cluster numbers correspond to individual cell subpopulations. **b** Individual UMAP plots from splenic and tumor CD8^+^ T cells depicting the expression of cell markers associated with cell clusters identified in Fig. 6a. **c** Heatmap depicting the composition of each cluster identified in the UMAP lot shown in Fig. 6a. Transcriptional changes for all clusters can be found in Supplementary Data 7.

Given the central role of Aire in shaping the TCR repertoire to remove autoreactive T cells, we calculated the TCR alpha and beta chains CDR3 repertoire diversity of the CD8^+^ TILs and splenic CD8^+^ T cells in knockout and wild-type mice using Shannon’s diversity index. These results showed that CD8^+^ TILs from *Aire*^*−/−*^ mice treated with anti-PD1 or isotype have increased clonal diversity than the wild type (Fig. 7a). The diversity of the TCR repertoire of CD8^+^ T cells in the tumor was significantly less than in the spleen (Supplementary Fig. 7a), probably as a result of T cell clones that were selectively expanded in the tumor. Interestingly, PD1 antagonism reduced the clonal diversity of CD8^+^ TILs from *Aire*^*+/+*^ and *Aire*^*−/−*^ mice suggesting that selective clones are recruited to the tumor microenvironment to control tumor growth. Such decrease in clonal diversity has previously been observed in patients suffering from glioblastoma treated with anti-PD1 antibody and correlates with improved survival^40^.

**Fig. 7:**
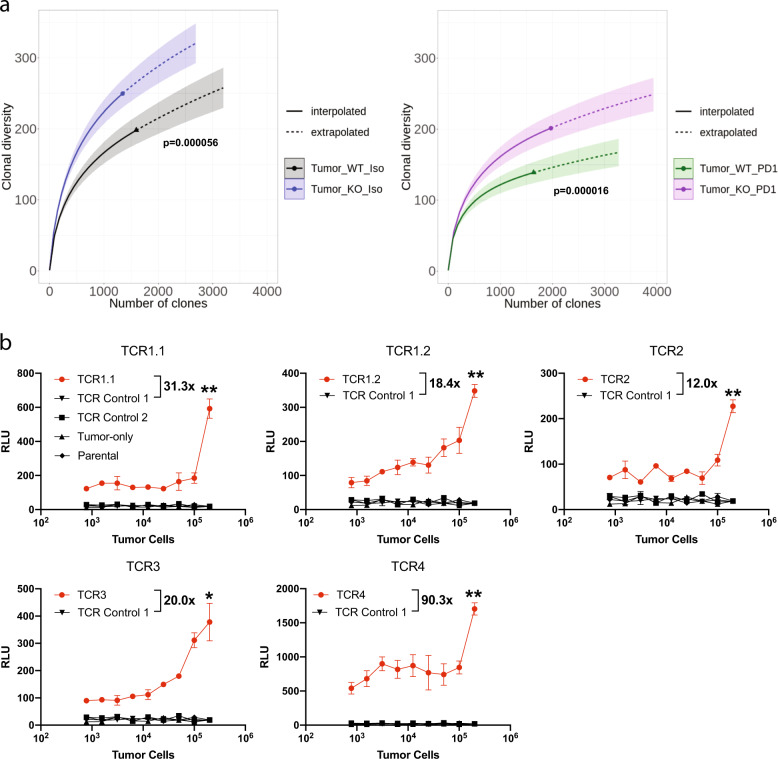
Increased expansion and clonal diversity of CD8^+^ TILs in *Aire*^*−/−*^ mice. **a** Shannon diversity was calculated for clones defined by the CDR3 sequences of TCR alpha and beta chains from *Aire*^+/+^ and *Aire*^*−/−*^ MC38 tumor bearing mice treated with isotype or anti-PD1 antibodies. Tumors were harvested on Day 19. Data were bootstrapped 50 times at the indicated sample sizes along the *x* axis. Interpolated lines (solid) were determined based on sample sizes smaller than the actual sample size. Extrapolated lines (dashed) were determined with sample sizes larger than the actual sample size. Extrapolated lines (dashed) were determined with sample sizes larger than the actual sample size. **b** Activation of the engineered T cells expressing the identified TCRs (Supplementary Table 6). T cells were mixed with increasing concentrations of tumor cells and luciferase activity was assessed 6 h later (*n* = 3 per group). Fold-change, indicated with × was determined by dividing the RLU values of each TCR by the values of TCR Control 1. Data are represented as mean ± SEM, (*P < 0.05; **P < 0.01; ***P < 0.001), by one-way ANOVA with Tukey’s test. Full list of CDR3 sequences for all clones is included in Supplementary Data 8.

Given the increased CD8^+^TIL diversity observed in *Aire*^*−/−*^ mice treated with anti-PD1, we next wanted to determine if the most expanded T cell clones were tumor reactive. To this end, we used a JRT3 cell line, which normally does not express surface CD3 or the TCR α/β heterodimer, and introduced mCD28, mCD8α, and mCD8β. The cells were also engineered to express luciferase under an AP-1 promoter. To confirm that the cells would express luciferase upon activation, we treated the cells with PMA/Ionomycin and observed robust luciferase activity after 2 and 6 h (Supplementary Fig. 7b). To ensure that expression of a TCR α/β heterodimer would lead to activation of the AP-1 reporter, we engineered cells with a TCR that binds a known epitope on MC38 cells 41. To this end, we incubated the engineered cells with tumor cells which resulted in robust activation of the AP-1 promoter (~16 fold higher than a control TCR) as measured by luciferase activity (Supplementary Fig. 7c). We next introduced the TCR sequences of clones whose combined frequency accounted for more than 20% of the sequences analyzed (Supplementary Table 6) into a lentiviral expression vector and transduced the cells to evaluate their ability to recognize tumors and engage downstream signaling pathways leading to induction of AP-1 luciferase activity. The most frequent clone, representing ~10% of the sequences analyzed, contained two TCR α sequences and a shared β sequence, and thus two independent cell lines, named TCR 1.1 and TCR 1.2 were generated to determine their tumor reactivity (Supplementary Table 6). We utilized two cell lines as negative controls, TCR Control 1 and 2, expressing TCRs which were previously identified as non-tumor reactive. We observed surface expression of TCR α/β and CD3 in the cells transduced with the TCR-expressing vector, while the cells transduced with empty vector did not show any expression (Supplementary Fig. 7d). To test whether the engineered cells expressing the identified TCRs were indeed tumor reactive, we mixed them with tumor cells and assessed luciferase activity 6 h later. This line of experimentation showed that the engineered cell lines had significantly more luciferase activity in the presence of tumor cells compared with the negative controls (Fig. 7b). In addition, the fold changes in luciferase activity for the engineered cells over the non-tumor reactive TCR Control 1 cells ranged between ~12 and ~90.3-fold (Fig. 7b), comparable or higher to the previously identified TCR^41^ (Supplementary Fig. 7c) highlighting the potency of the TCRs from the expanded clones in the tumors from *Aire*^*−/−*^ mice. Interestingly, there was variation in the reactivity between the engineered cells expressing the identified TCRs. The cells expressing TCR 4 had the highest levels of reactivity compared with the cells expressing TCR 2 perhaps due to differences in the levels of antigen on the tumor cells. Altogether, these results suggest that PD1 blockade in *Aire*^*−/−*^ results in the expansion of intra-tumoral CD8^+^ T cells capable of recognizing tumor cells, potentially harboring unique tumor TCRs.

## Discussion

We report that deficiency in central tolerance in combination with immune-checkpoint blockade results in an enhanced immune response leading to significantly reduced tumor growth for both melanoma and colorectal cancers. Using the colorectal tumor model MC38 and melanoma B16.F10, we showed that *Aire*^*−/−*^ mice treated with anti-PD1 or anti-CTLA4 controlled tumor growth significantly better than the wild-type mice (Figs. 1b,  3a, b) and was accompanied by an increased infiltration of activated CD8^+^ T cells into the tumors. Transcriptional profiling showed that tumors from *Aire*^*−/−*^ had significantly more upregulated genes associated with antitumor activity such as Tnf, FasL, Xcl1, Cxcl9, Cxcl10, and Cxcr3 compared to wild-type mice (Fig. 2a–c and Supplementary Fig. 2a). In addition, anti-PD1 treatment resulted in the downregulation of many genes such as Ptp4a1 and Meis2 (Supplementary Fig. 2e) which have been implicated in the development and progression of cancer^28,29^.

High dimensional analysis of tumor infiltrates from *Aire*^*−/−*^ and *Aire*^*+/+*^ mice treated with anti-PD1 showed dramatic changes in several key immune populations in addition to CD8^+^ T cells, such as NK cells, and macrophages (Fig. 5c, d). The CD8^+^ TILs from *Aire*^*−/−*^ mice expressed high levels of the cytolytic molecules Gzma, Gzmb, and Perforin. Interestingly, we also observed higher levels of CD8^+^ T cells expressing markers associated with tumor-resident memory cells such as Cd103 and Egr1. Although to date no reports have linked the generation of *T*_RM_s to *Aire* deficiency, the presence of these cells has been shown to correlate with improved patient survival and several strategies are being explored to generate or expand this population^32,33,42^. In addition, we identified a population of CD8^+^ T cells that expressed high levels of type-I interferon stimulated genes (Fig. 6c and Supplementary Data 7). Several studies have shown that type-I IFNs act directly on CD8^+^ T cells to increase production of Ifnγ and promote their survival^39,43,44^.

Given that the main role of AIRE in establishing central tolerance is to remove autoreactive CD4^+^ and CD8^+^ T cells, it was unexpected to find differences in the macrophage population of the tumors profiled. Tissue-associated macrophages represent a significant portion of the infiltrating leukocytes in the tumor microenvironment where they have been shown to play key roles^45^. We observed that while tumors from *Aire*^*−/−*^ mice treated with anti-PD1 had significantly less macrophages they expressed high levels of the M1-marker Nos2. Furthermore, these macrophages expressed higher levels of several type-I interferon stimulated genes which are characteristic of the M1 phenotype^46^. PD-1 blockade has recently been shown to promote the differentiation from M2 macrophages to M1 resulting in regression of lung metastases of osteosarcoma^47^. Furthermore, treatment with anti-PDL1 antibody resulted in the polarization of macrophages towards the pro-inflammatory phenotype^48^. Interestingly, autoreactive T cells promoted ocular infiltration of macrophages in a Sjogren’s syndrome model using *Aire*^*−/−*^ mice^49^. It is conceivable, therefore, that macrophages in *Aire*^*−/−*^ mice contain transcriptional programs which in combination with PD-1 blockade directs them toward the more tumoricidal M1 phenotype.

The transcriptional profiling of the tumor models used in this study revealed increased levels of the chemokines Cxcl9 and Cxcl10 in tumors from *Aire*^*−/−*^ mice (Figs. 2b,  4b). Interestingly, we also observed increased levels of Cxcl10 in serum consistent with a previous study in humans suffering from APECED^27^. Cxcl9 and Cxcl10 have been shown to play significant roles in recruiting Cxcr3^+^ T cells into the tumor and high levels correlate with improved patient survival^50^. A recent study showed that Cxcr3^+^ CD8^+^ T cells underwent rapid proliferation and were more activated in the presence of anti-PD1^26^. It is possible that the autoimmunity observed in *Aire*^*−/−*^ mice and humans with APECED results in higher levels of circulating chemokines such as *Cxcl9* and *Cxcl10* produced by macrophages or dendritic cells which when present in tumors leads to enhanced recruitment of T cells, supporting an intricate feedback loop between innate and adaptive immune cells in orchestrating an enhanced antitumor response in *Aire*^*−/−*^ mice.

In addition we showed that *Aire*^*−/−*^ mice treated with anti-CTLA4 controlled melanoma growth better than wild type (Fig. 3a) as previously reported^16^. However, we observed increases in the percentages of both CD4^+^ and CD8^+^ T cells in *Aire*^*−/−*^ treated with anti-CTLA4 over the wild type in contrast to what was previously observed. In depth transcriptional profiling of these tumors showed a higher number of upregulated antitumor genes in *Aire*^*−/−*^ treated with anti-CTLA4 such as Ifng, Gzmb, and Perforin (Fig. 4a, b). Importantly, the observed synergy in tumor rejection extended to PD1 immunotherapy also, as evidenced by the enhanced tumor rejection in *Aire*^*−/−*^ mice treated with anti-PD1 and increased cytolytic activity of CD8^+^ TILs (Fig. 3b, c). The anti-melanoma response observed in *Aire*^*−/−*^ mice has been attributed to the presence of autoreactive T cells, which would normally be eliminated by Aire-regulated central tolerance mechanisms. Aire regulates the expression of several self-antigens in mTECs expressed by melanoma cells such as gp100, TRP-1, and tyrosinase^17,18^. In addition, mTECs have been shown to express other tumor-associated antigens such as MUC1 and CEA^51^. It would be interesting to profile melanoma TILs in Aire-deficient mice to identify specific TCRs with enhanced antitumor activity. Our results showed a greater clonal diversity of CD8^+^ TILs from *Aire*^*−/−*^ mice (Fig. 7a) and more importantly the most highly expanded TILs were capable of recognizing tumor cells (Fig. 7b).

Taken together, the combination of immune-checkpoint blockade and breakdown in central tolerance orchestrate a sculpting of the tumor landscape that enhances tumor rejection and importantly provides an experimental platform for unmasking of potential novel cellular and molecular approaches. Although current inhibitors have greatly improved survival, their efficacy is limited to a minority of patients^52^ and efforts to identify combination agents remains high. It was shown that depletion of mTECs using anti-RANKL resulted in enhanced killing of melanoma tumors and this has been proposed as a novel therapy^19,53^. Pursuing strategies that increase the number of antitumor T cells and modulate other cell types involved in tumor clearance will be of direct clinical relevance.

## Methods

### Mice

8-week-old *Aire*^*+/+*^ and *Aire*^*−/−*^ littermates (JAX, stock no. 004743) were purchased from Jackson Laboratories. All mice were used in accordance with guidelines from the Regeneron Pharmaceuticals Animal Care and Use Committee. All experiments involving mice were performed with the approval of the Regeneron Pharmaceuticals Animal Care and Use Committee.

### Tumor models

MC38 is a C57BL/6-derived colon tumor, and B16-10 is C57BL/6-derived melanoma tumor. The cells were maintained in complete DMEM composed of 10% FBS (Gibco, stock no. 26170043), and 1 mM penicillin/streptomycin (Gibco, Stock no. 15140148). Tumor cells were incubated as a monolayer in a humidified CO_2_ incubator at 37 °C. Cells were maintained at ~70% confluency, and harvested with 0.05% trypsin (Gibco, Stock no. 15400054), washed and suspended in PBS before injection in mice. All cells lines used were mycoplasma free, and were authenticated using CellCheck (Short Tandem Repeat (STR) Profiling) by Idexx BioAnalytics.

### Tumor implantation, antibody treatment, and measurement

Mice were injected with 4 × 10^5^ MC38 cells, or 2 × 10^5^ B16-F10 cells subcutaneous (s.c). into the right flank. anti-PD1 blocking antibody (BioXcell, Clone RMP1-14, Stock no. BE0146) and isotype (BioXcell, Clone 2A3, Stock no. BE0089) were injected i.p. in 100 μL of PBS at a concentration of 5 mg/kg on days 0, 3, 7, 10, and 14. anti-CTLA4 blocking antibody (BioXcell, Clone 9D9, Stock no. BE0164) and isotype (BioXcell, Clone MPC-11, Stock no. BE0086) were injected i.p. in 100 μL of PBS at a concentration of 5 mg/kg on days 0, 3, 7, 10, and 14. Tumor volumes were measured blindly using a digital calipers and calculated using the formula *L* × *W* × *W* × 0.5 where *L* is the longest dimension and *W* is the perpendicular dimension^54^.

### Flow cytometry

Tumors were enzymatically dissociated into single cells suspensions using Miltenyi Biotec’s Mouse Tumor Dissociation Kit (Miltenyi, stock no. 130-096-730) and following manufacturer’s instructions. Single-cell suspensions of spleen and lymph nodes were prepared by mechanical dispersion. Cell suspensions were incubated with LIVE/DEAD fixable blue dead cell stain (Invitrogen, Stock no. L23105) for 10 min at room temperature, washed twice with Cell Staining Buffer (Biolegend) and incubated with anti-CD16/CD32 blocking antibody (Biolegend, Stock no. 101302) for 10 min on ice. Cells were washed twice with Cell Staining Buffer, resuspended in staining antibody cocktail, and incubated on ice in the dark for 20 min. Cells were washed twice with Cell Staining Buffer and fixed overnight with Fixation Buffer (eBioscience Stock no. 00-8222-49). FoxP3-e450 (Clone FJK-16s, eBioscience, Cat. #48-5773-82), CD45-BV510 (Clone 30-F11, Biolegend, Cat. #103138), PD1-BV605 (Clone JA3, BD Bioscience, Cat. #563059), NK1.1-BV650 (Clone PKI36, BD Bioscience, Cat. #564143), GITR-BV711 (Clone DTA-1, BD Bioscience, Cat. #563390), CD4-BV786 (Clone RM4-5, BD Bioscience, Cat. #563727), CD11B-BUV395 (Clone M1/70, BD Bioscience, Cat. #563553), CD44-BUV737 (Clone IM7, BD Bioscience, Cat. #564392), CD8-BUV805 (Clone 53-6.7, BD Bioscience, Cat. #564920), CD3-Alexa 700 (Clone 17A2, eBioscience, Cat. #56-0032-82), Lag3-APC-Cy7 (Clone eBioC9B7W, eBioscience, Cat. #47-2231-82), Tim3-PE (Clone RMT3-23, eBioscience, Cat. #12-5870-82), CTLA4-PE-CF594 (Clone UC10-4F10-11, BD Bioscience, Cat. #564332), 2B4-PE-Cy7 (Clone m2B4(B6)458.1, Biolegend, Cat. #133512), Live/Dead Blue-Fixable Blue Dye (Invivogen, Cat. #L-23105), and KLRG1-FITC (Clone 2F1, eBioscience, Cat. #11-5893-82).

### RNA preparation

Tissue samples (tumors, spleens, and lymph nodes) were collected in RNAlater Stabilization Solution (ThermoFisher, Cat. #AM7020), and total RNA was purified from all samples using MagMAX™-96 for Microarrays Total RNA Isolation Kit (Ambion by Life Technologies) according to manufacturer’s specifications. Genomic DNA was removed using MagMAX™Turbo™DNase Buffer and TURBO DNase from the MagMAX kit listed above (Ambion by Life Technologies). Strand-specific mRNAseq libraries were prepared from total RNA using the KAPA Stranded mRNA-Seq Kits (Kapa Biosystems). Twelve-cycle PCR was performed to amplify libraries, and sequencing was performed on Illumina HiSeq^®^2500 (Illumina) by multiplexed single-read run with 80 cycles.

### RNAseq read mapping and statistical analysis of differentially expressed RNA

Raw sequence data (BCL files) were converted to FASTQ format via Illumina bcl2fastq v2.17, and reads were decoded based on their barcodes and read quality was evaluated with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were mapped to the mouse genome (mm10) using ArrayStudio software (OmicSoft, Cary, NC) allowing for two mismatches. Reads mapped to the exons of a gene were summed at the gene level. Differential expressed genes were identified by the DESeq2 R package^55^ and significantly perturbed genes were defined with fold changes of at least 1.5 in either up or down direction and with *p* values < 0.01.

### Single-cell RNA sequencing and read mapping

*Aire*^*+/+*^ and *Aire*^*−/−*^ mice were implanted with 4 × 10^5^ MC38 cells and treated with anti-PD1 blocking antibody and isotype at 5 mg/kg on days 0, 3, 7, 10, and 14. Tumors from 4 to 6 mice for each condition were collected on Day 19 post implant, processed into single-cell suspensions and pooled to obtain enough cells for single-cell RNA sequencing. Spleens were also collected from each condition, processed, and pooled. Single-cell suspensions of MC38 tumors or spleens were sorted for CD45^+^ or CD8^+^ and collected into tubes containing PBS with 0.04% BSA. The cell suspensions were loaded on a Chromium Single Cell Instrument (10X Genomics) and RNA libraries were prepared using Chromium Single Cell 3′ Library, Gel Beads and Multiplex Kit (10X Genomics). Paired-end sequencing was performed on Illumina NextSeq500 where Read 1 was used for unique molecular identifier (UMI) and cell barcode while Read 2 was used for 55-bp transcript read. Sample demultiplexing, alignment, filtering, and UMI counting were performed on Cell Ranger Single-Cell Software Suite (10X Genomics).

### Single-cell data analysis

Single-cell analysis was carried out using version 2 of the Seurat R package^56,57^. Cells with fewer than 200 genes detected or >20% of reads mapping to mitochondrial genes were discarded from analysis. Gene expression values for each cell were normalized and scaled due to variation in cell-cycle stage and mitochondrial rate, and were regressed out as described previously^56^. The number of UMI was also regressed out to correct for variation in sampling depth of these cells. The genes used for principal component analysis were the 1000 genes with the highest dispersion (variance to mean ratio) for genes with mean UMI between 0.0125 and 8 and variance above 0.5. Genes were divided into 20 bins of equal width based on their average expression and dispersion *z* scores were calculated within these bins. Cells were then partitioned into clusters (Seurat FindClusters function) and visualized using the *t*-distributed stochastic neighbor embedding (*t*-SNE) algorithm (Seurat RunTSNE function) as described previously^56^. The first 15 principal components were used to run the *t*-SNE dimensionality reduction. The FindClusters function was run with a resolution parameter of 0.4, resulting in 14 clusters of cells. These clusters corresponded to naive CD8^+^ T cells, B cells, activated CD8^+^ T cells, macrophages, CD8^+^ effector T cells, myeloid cells, dendritic cells (DCs), natural killer cells (NK), CD4^+^ regulatory T cells, plasmacytoid dendritic cells (pDCs), and neutrophils. Cluster cell type identities were determined by examining marker genes specifically expressed more highly in each cluster (Seurat FindAllMarkers function) and expression of known immune marker genes (Seurat FeaturePlot function).

### 5′ mouse TCR a/b cell partitioning, library preparation, sequence, and read alignment

After sorting for CD45^+^ or CD8^+^ T cells from spleens or tumors, single cells were suspended in PBS with 0.04% BSA (KPL Immunoassays, Cat. # 50-61-00) were loaded on a Chromium Single Cell Instrument (10X Genomics). RNAseq and V(D)J libraries were prepared using Chromium Single Cell 5′ Library, Gel Beads and Multiplex Kit (10X Genomics). After amplification, cDNA was split into RNAseq and V(D)J library aliquots. To enrich the V(D)J library aliquot for TCR a/b, the cDNA was split into two 20 ng aliquots and amplified in two rounds using primers designed in-house. Specifically, for first round amplification the primers used were MP147 (ACACTCTTTCCCTACACGACGC) for short R1, MP122 (GGTGCTGTCCTGAGACCGAG) for mouse TRAC, and MP123 (CAATCTCTGCTTTTGATGGCTCAAAC) for mouse TRBC. For second round amplification, 20 ng aliquots from the first round were amplified using MP147 (ACACTCTTTCCCTACACGACGC) for short R1, MP130 (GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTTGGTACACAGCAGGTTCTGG) a nested R2 plus mouse TRAC, and MP131 (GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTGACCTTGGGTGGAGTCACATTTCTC) a nested R2 plus mouse TRABC. V(D)J libraries were prepared from 25 ng each mTRAC and mTRBC amplified cDNA. Paired-end sequencing was performed on Illumina NextSeq500 for RNAseq libraries (Read 1 26-bp for UMI and cell barcode, 8-bp i7 sample index, 0-bp i5, and Read 2 55-bp transcript read) and V(D)J libraries (Read 1 150-bp, 8-bp i7 sample index, 0-bp i5, and Read 2 150-bp read). For RNAseq libraries, Cell Ranger Single-Cell Software Suite (10X Genomics, v2.2.0) was used to perform sample demultiplexing, alignment, filtering, and UMI counting. The mouse mm10 genome assembly and RefSeq gene model for mouse were used for the alignment. For V(D)J libraries, Cell Ranger Single-Cell Software Suite (10X Genomics, v2.2.0) was used to perform sample demultiplexing, de novo assembly of read pairs into contigs, align and annotate contigs against all of the germline segment V(D)J reference sequences from IMGT, label and locate CDR3 regions, group clonotypes.

### Clonal diversity

The diversity of the TCR repertoire (CDR3 TCR alpha and beta) was calculated using Shannon diversity index^58^. The TCR data for each condition tested are sampled 50 times at each sample size *n* (ranging across the *x* axis) giving the mean and standard deviation of the diversity at each given sample size. Interpolated means that *n* is smaller than the actual observed sample size (the number of CD8^+^T with full TCR sequences for each group). Extrapolation means *n* is larger than the observed sample size with sampling including replacement to mimic a larger sample size.

### Pathway analysis

KEGG pathways enriched in differentially expressed genes were determined using DAVID^59^ with an FDR cutoff of 0.05. Heatmaps were generated for selected enriched pathways using log2 TPM expression values that were scaled across samples for each gene. A pseudo-count of 1 TPM added to all raw expression values to avoid infinite values.

### Cloning and expression of TCRs

JRT3 cells were generated by transducing with lentiviruses expressing mouse CD8a, CD8b, and CD28. The cells were also transduced with a lentivirus expressing AP1.Luc (Qiagen, Cat. # 336851). The sequences obtained from the TCRseq of intra-tumoral CD8^+^ T cells were cloned into lentivirus constructs and stable JRT3 cell lines were generated. To test for their ability to recognize tumor cells, the stable JRT3 cell lines were incubated with different amounts of MC38 cells for 6 h. Luciferase activity was measured by adding luciferase substrate (Promega Cat. E1500) and measuring luminescence on a luminometer.

### LDH assay

Evaluation of CD8^+^ and cytotoxic functional activity was performed using the Cytotoxicity Detection Kit LDH (Roche Applied Science, Basel, Switzerland) according to the manufacturer’s protocol. Briefly, CD8^+^ TILs were isolated from B16F10 tumor using a CD8^+^ TIL isolation kit (Miltenyi Biotec, Cat. # 130-116-478). Isolation purity was assessed by flow cytometry prior to starting the LDH assay. Cytotoxicity was calculated according to the following formula: % cell lysis = (experimental value − effector spontaneous control − targets spontaneous control) × 100/(target maximum control − target spontaneous control), where “experimental” corresponds to the experimental signal value, “effector spontaneous control” to the spontaneous background signal value of the effector cells alone, “target spontaneous control” to the spontaneous background signal value of target tumor cells alone, and “target maximum control” to the maximum signal value of target cells in medium containing 1% Trixton X-100. Cytotoxicity assays were performed for varying effector cell (E) to target cell (T) ratios, and specific cytotoxicity lysis percentages are reported as the mean ± SEM of triplicate samples.

### Cytokine analysis

Levels of cytokines in serum or tissue culture supernatant were measured using the V-PLEX Plus Mouse Cytokine 19-Plex Kit (MSD, Cat. # K15255G-1) according to the manufacturer’s protocol.

### Statistics and reproducibility

Significance values (*p* values) were calculated with unpaired two-tailed Student’s *t* test for two-group comparisons or one-way ANOVA for multigroup comparisons with Tukey’s comparison test. *P* values of <0.05 were considered significant. *P < 0.05; **P < 0.01; ***P < 0.001. Statistical analyses were performed with Graphpad Prism 8. Each experiment was repeated at least three times, and sample sizes and numbers are indicated in detail in each figure legend.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Reporting Summary

Peer Review File

## Data Availability

All bulk RNAseq and scRNAseq files have been deposited in the NCBI GEO Database and can be accessed using GSE151829, GSE151830, and GSE151831. Source data can be found in Supplementary Data 9.

# Supplementary material for: Absence of central tolerance in Aire-deficient mice synergizes with immune-checkpoint inhibition to enhance antitumor responses
**Source:** Commun Biol. 2020 Jul 8;3:355. doi: 10.1038/s42003-020-1083-1
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Figures

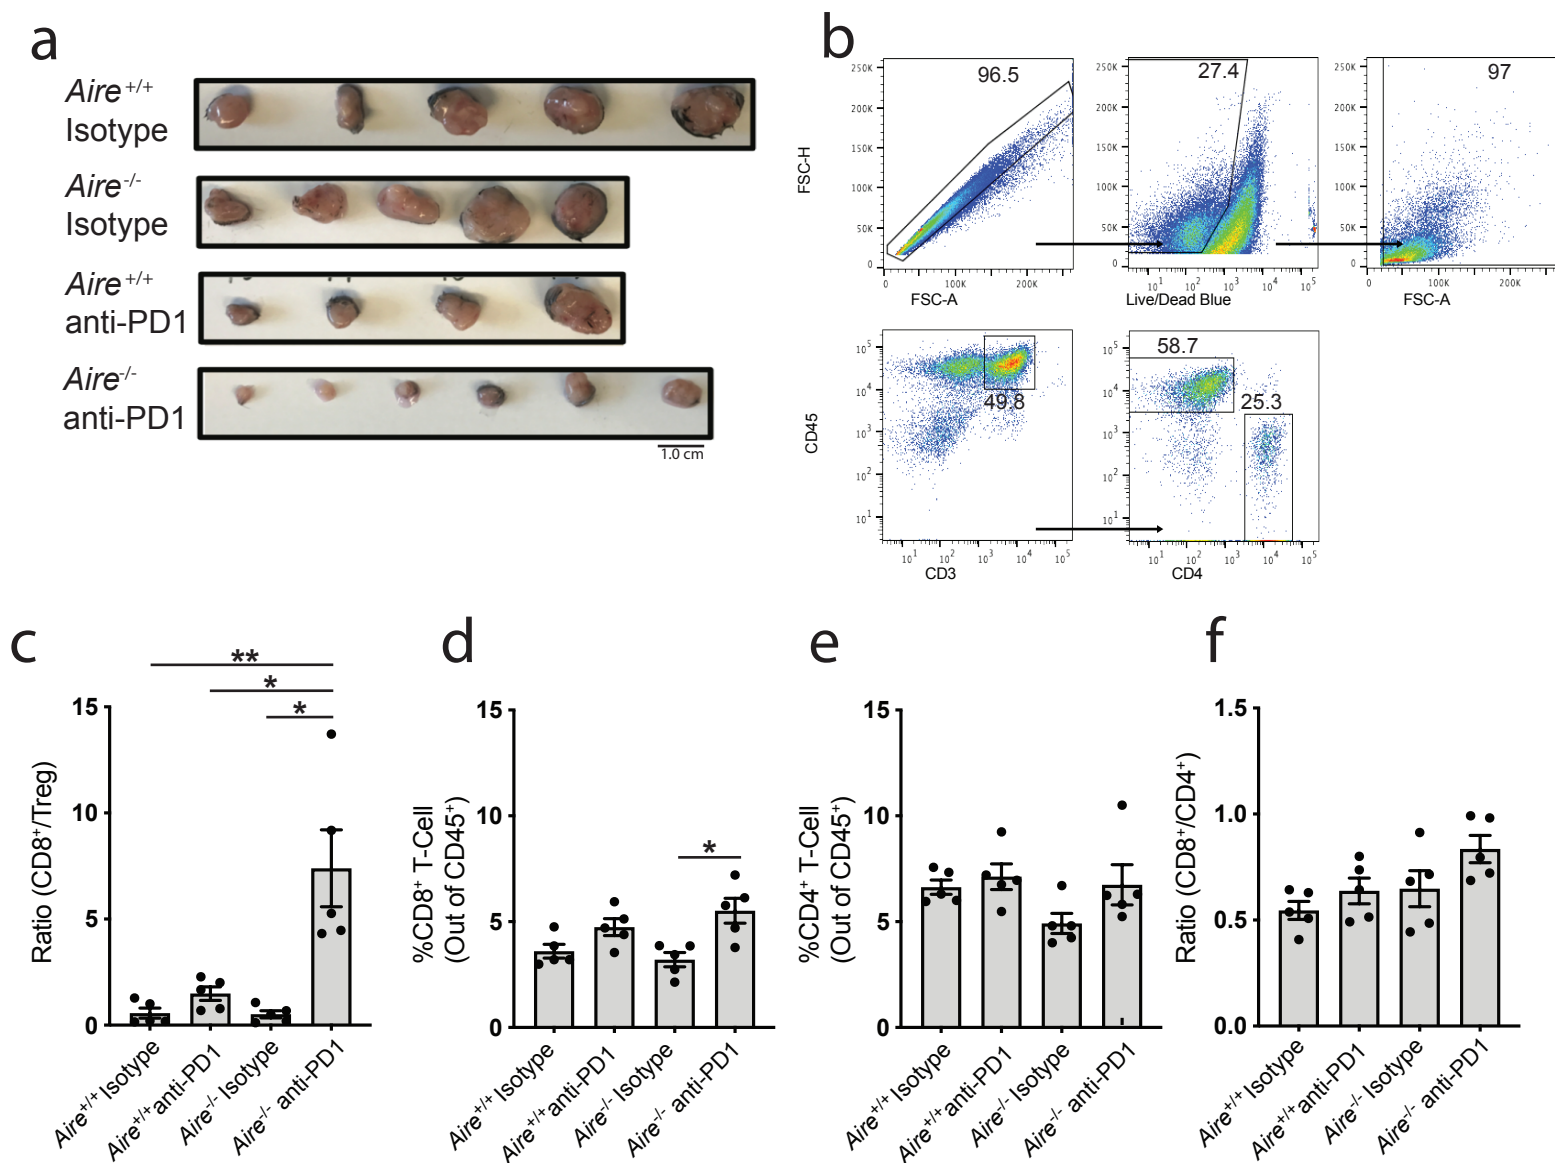

**Supplementary Figure 1. Enhanced tumor killing in *Aire*<sup>-/-</sup> mice.** Schematic depicting pictures of MC38 tumors from *Aire*<sup>+/+</sup> and *Aire*<sup>-/-</sup> treated with Isotype or anti-PD1. Scale bar represents 1.0 cm. **b** Gating strategy used for identifying tumor-infiltrating lymphocytes. Cells were first gated on singlets, followed by gating on live cells, and forward/side scatter. **c** Ratio of intra-tumoral CD8<sup>+</sup> T cells to T-regulatory cells (FOXP3<sup>+</sup>) (*n*=5 per group). **d-f** Percentage of splenic CD4<sup>+</sup> or CD8<sup>+</sup> T cells from *Aire*<sup>+/+</sup> and *Aire*<sup>-/-</sup> treated with isotype or anti-PD1 (*n*=5 per group). Percentages were determined out of total CD45<sup>+</sup> cells. Related to Figure 1C. Data are represented as mean ± SEM, (\*, *P* < 0.05; \*\*, *P* < 0.01; \*\*\*, *P* < 0.001), by one-way ANOVA with Tukey's test.

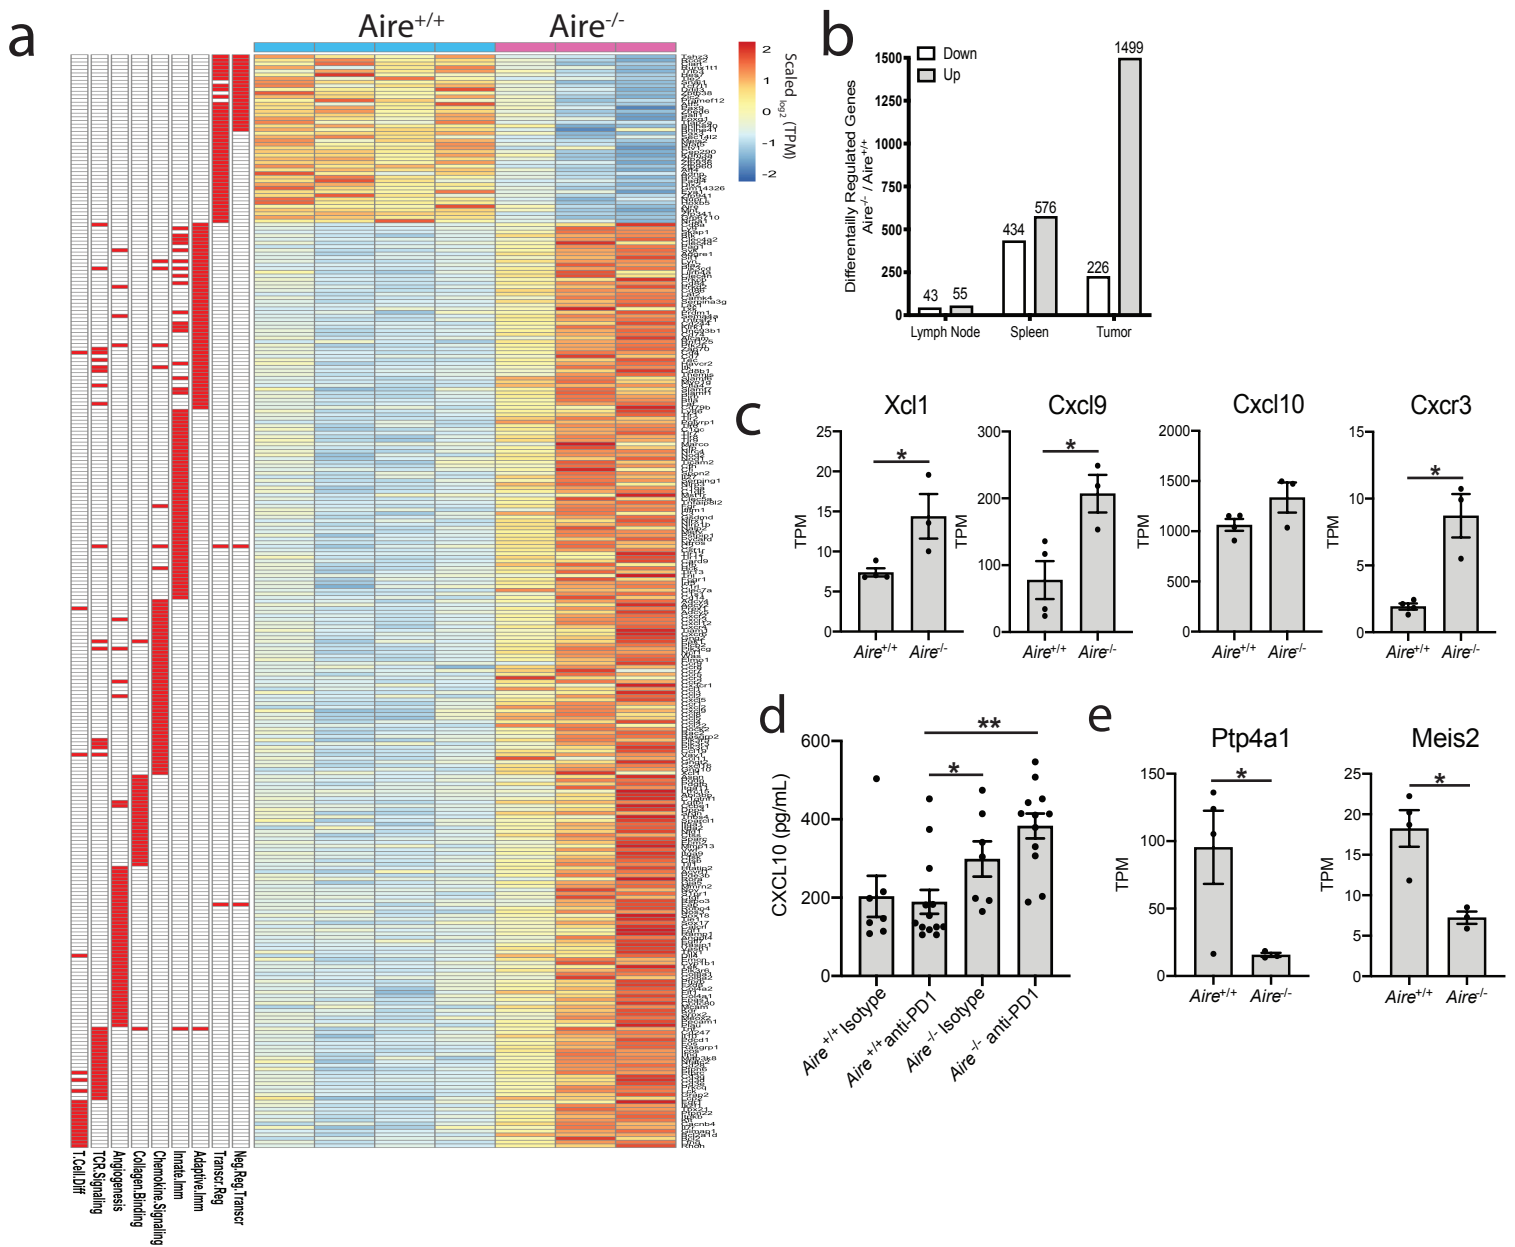

**Supplementary Figure 2. Increased levels of differentially regulated genes in tumors from *Aire*<sup>-/-</sup> treated with anti-PD1.** **a** Heatmap depicting the differentially regulated genes in tumors from *Aire*<sup>+/+</sup> (n=4) and *Aire*<sup>-/-</sup> (n=3) mice treated with anti-PD1. Differentially regulated genes were defined with log2 fold changes of 1.5 in either up or down direction and with p-values less than 0.01; TPM, transcripts per million. The expression value of each gene was divided by the median expression of the same gene across all samples. The genes found to be differentially regulated were grouped according to different biological pathways (columns on left shaded in red). **b** Number of differentially regulated genes in lymph nodes, spleen, and tumors from *Aire*<sup>+/+</sup> (n=4) and *Aire*<sup>-/-</sup> (n=3) mice. White and gray bars depict downregulated or upregulated genes, respectively. **c** Levels of Xcl1, Cxcl9, Cxcl10, and Cxcr3 in tumors from *Aire*<sup>+/+</sup> and *Aire*<sup>-/-</sup> mice. TPM, transcripts per million. **d** Levels of Cxcl10 in serum from *Aire*<sup>+/+</sup> and *Aire*<sup>-/-</sup> treated with isotype or anti-PD1 (n=7 for *Aire*<sup>+/+</sup> and *Aire*<sup>-/-</sup> treated with isotype, and n=12 for *Aire*<sup>+/+</sup> and *Aire*<sup>-/-</sup> treated with anti-PD1). **e** Levels of Ptp4a1, and Meis2 in tumors from *Aire*<sup>+/+</sup> and *Aire*<sup>-/-</sup> mice. Data are represented as mean ± SEM, (\*, P < 0.05; \*\*, P < 0.01; \*\*\*, P < 0.001), **a-c** and **e** by Student's t-test, and **d** by one-way ANOVA with Tukey's test.

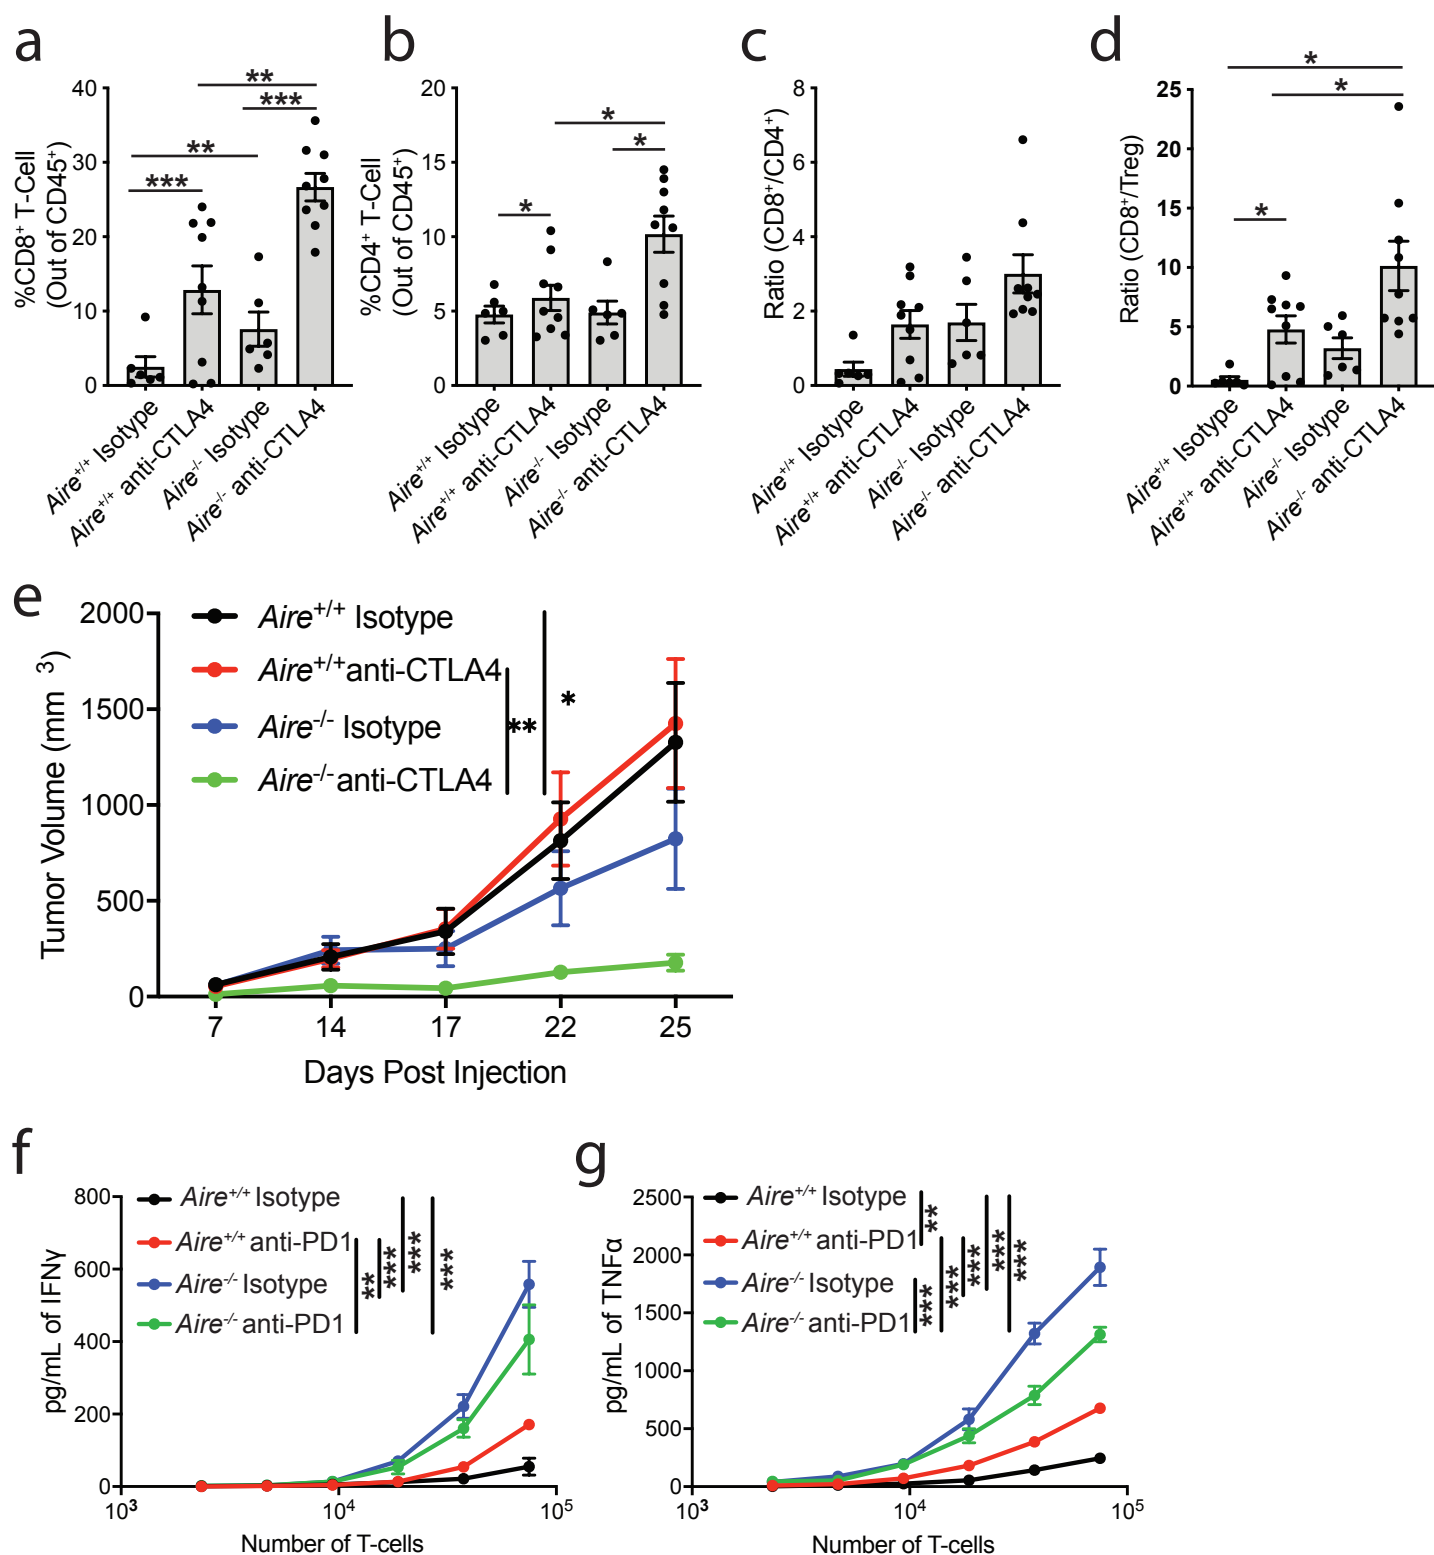

**Supplementary Figure 3. Increased levels of CD4<sup>+</sup> and CD8<sup>+</sup> T-cells in tumors from *Aire*<sup>-/-</sup> mice treated with anti-CTLA4.** **a-b** Percentage of intra-tumoral CD8<sup>+</sup> or CD4<sup>+</sup> T cells from *Aire*<sup>+/+</sup> and *Aire*<sup>-/-</sup> treated with isotype (n=6) or anti-CTLA4 (n=9). Percentages were determined out of total CD45<sup>+</sup> cells. **c** Ratio of intra-tumoral CD8<sup>+</sup> to CD4<sup>+</sup> T cells. **d** Ratio of intra-tumoral CD8<sup>+</sup> T cells to T-regulatory cells (FOXP3<sup>+</sup>). **e** Growth kinetics of MC38 tumors in *Aire*<sup>+/+</sup> and *Aire*<sup>-/-</sup> treated with Isotype or anti-CTLA4 (n=7 per group). **f-g** Levels of IFN $\gamma$  and TNF $\alpha$  in supernatants derived from the cytotoxicity assay (n=3 per group). Related to Fig. 3c. Data are represented as mean  $\pm$  SEM, (\*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ ), by one-way ANOVA with Tukey's test.

**a**

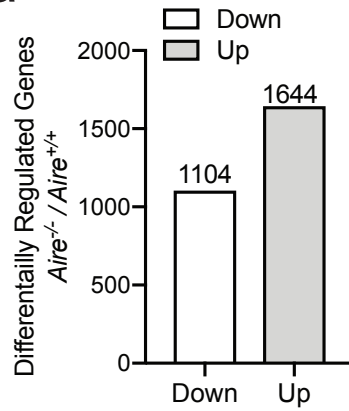

**Supplementary Figure 4. Differentially upregulated genes tumors from *Aire*<sup>-/-</sup> treated with anti-CTLA4.**

**a** Number of differentially regulated genes in tumors from *Aire*<sup>+/+</sup> and *Aire*<sup>-/-</sup> mice treated with anti-CTLA4.

White and gray bars depict downregulated or upregulated genes, respectively. Related to Figure 4A.

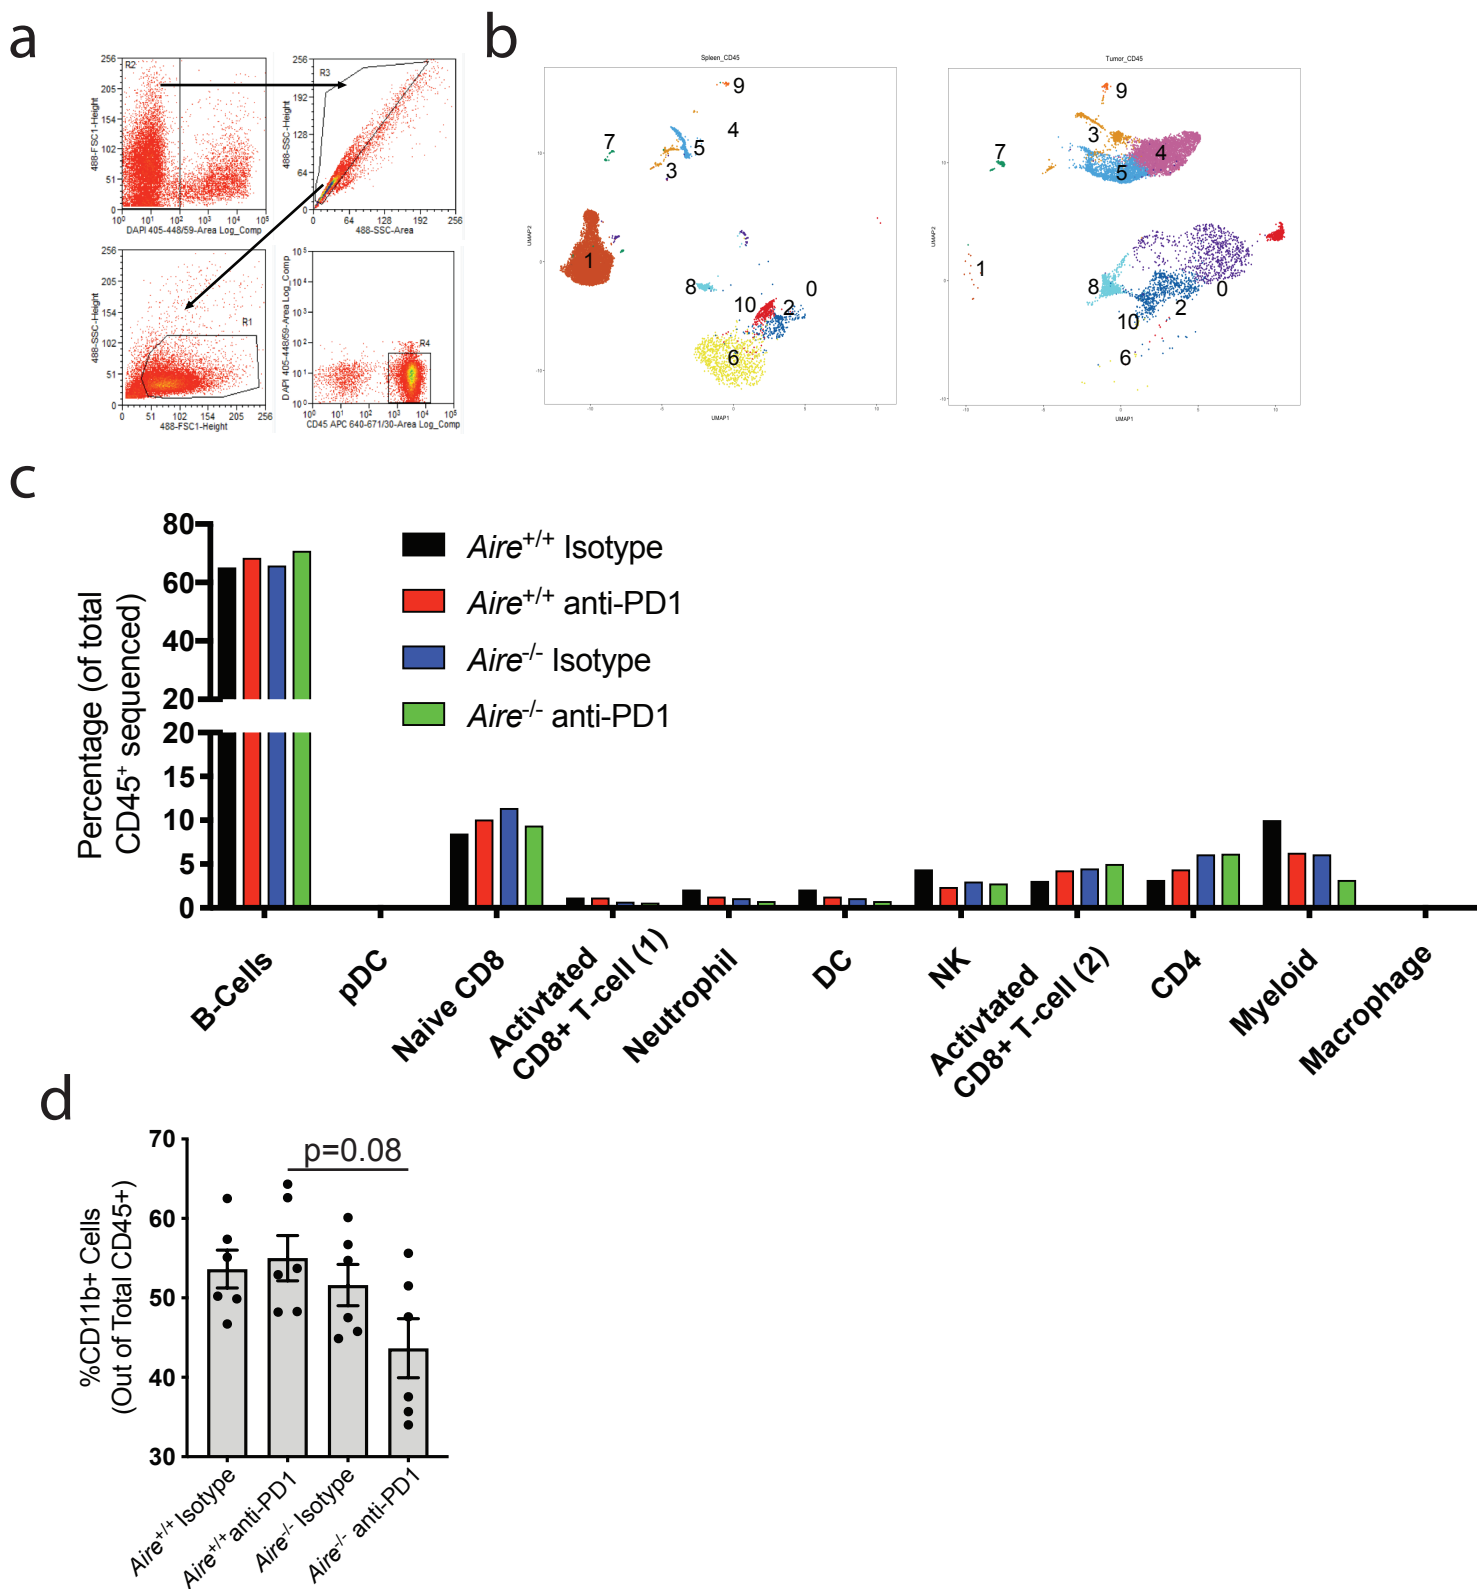

**Supplementary Figure 5. scRNAseq of CD45<sup>+</sup> cells in tumors from *Aire*<sup>+/+</sup> and *Aire*<sup>-/-</sup> mice.** **a** Gating strategy for sorting CD45<sup>+</sup> cells from spleens and tumors. Cells were first gated on live-cells by excluding DAPI-positive cells, followed by gating on singlets and forward/side scatter. CD45<sup>+</sup> cells were sorted and collected for single-cell RNAseq. **b** UMAP plot depicting the unsupervised clustering of splenic CD45<sup>+</sup> cells only. **c** Bar graph depicting the composition of each cluster identified in splenic CD45<sup>+</sup> cells from *Aire*<sup>+/+</sup> and *Aire*<sup>-/-</sup> mice treated with Isotype or anti-PD1 ( $n=6$  per group). Data are represented as mean  $\pm$  SEM, (\*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ ), by one-way ANOVA with Tukey's test.

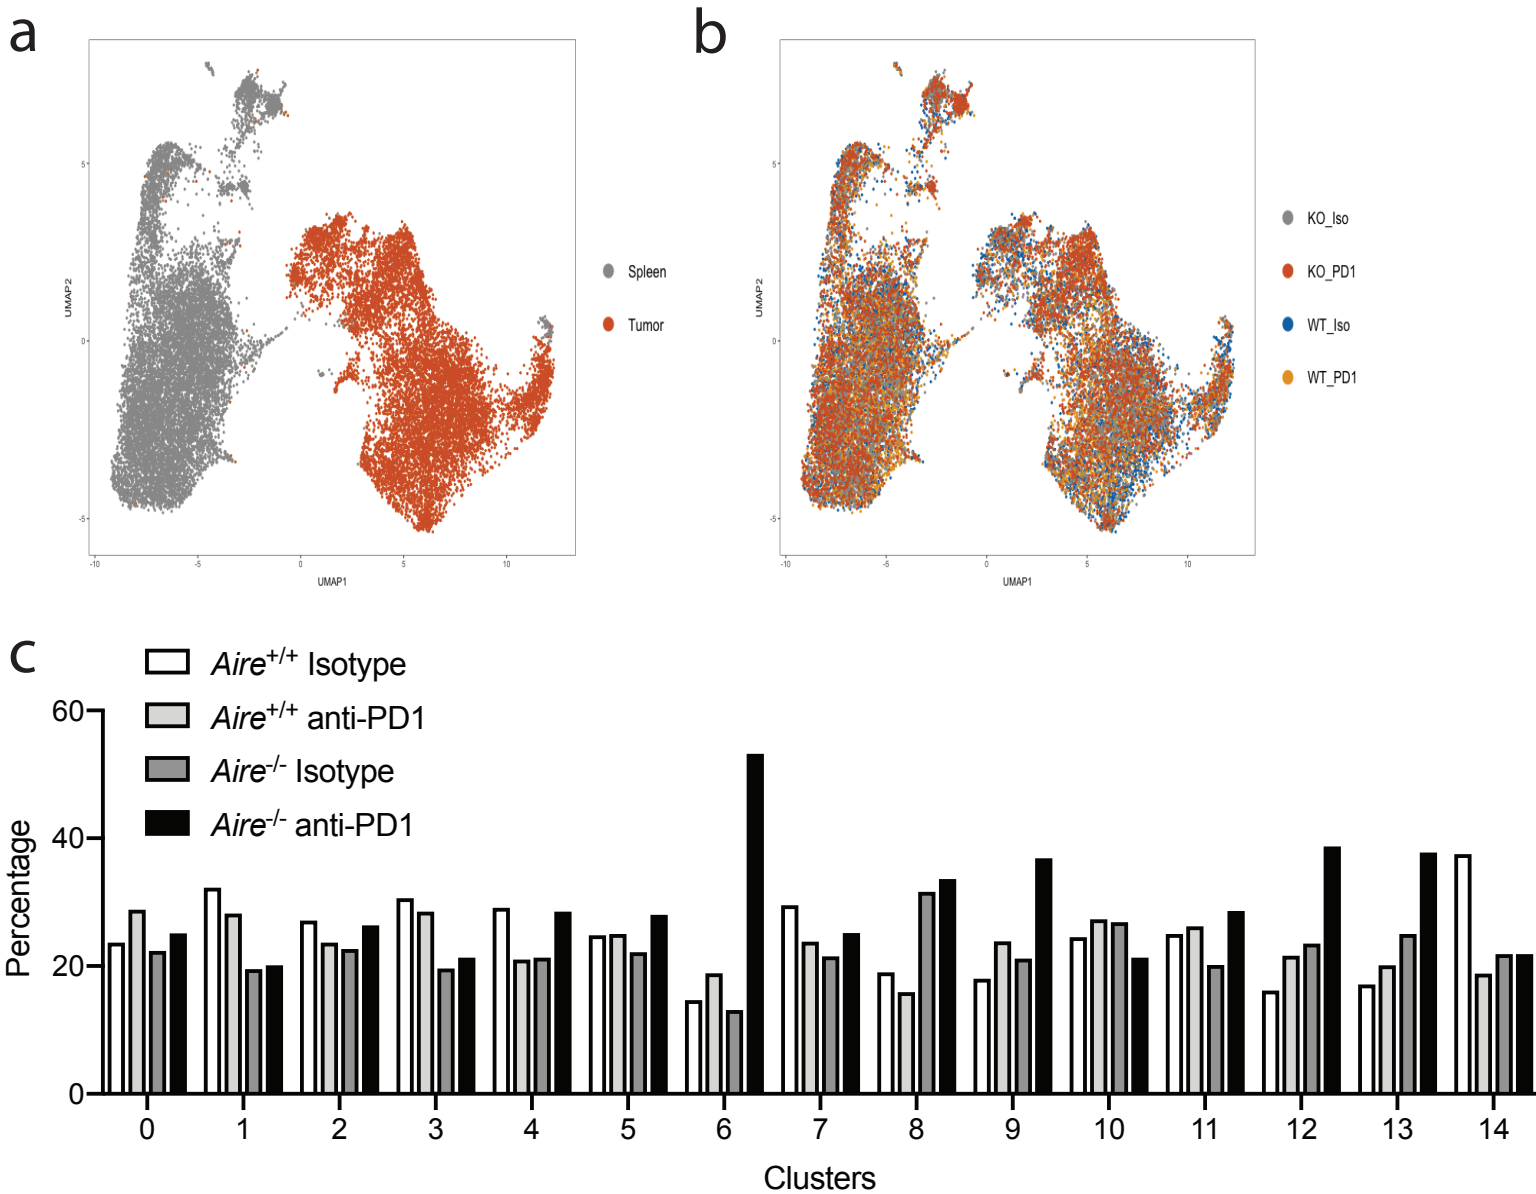

**Supplementary Figure 6. Sub-clustering of CD8<sup>+</sup> TILs from *Aire*<sup>+/+</sup> and *Aire*<sup>-/-</sup> mice.** **a** UMAP plot depicting CD8<sup>+</sup>T cells from spleens (gray) and tumors (orange). **b** UMAP plot depicting CD8<sup>+</sup>T cells from all conditions tested represented in different colors. **c** Percentage of each CD8<sup>+</sup> T cells in *Aire*<sup>+/+</sup> and *Aire*<sup>-/-</sup> treated with with Isotype or anti-PD1 in each of the clusters identified. Related to Figure 6C. **e** Expression values (fold change) of genes upregulated or downregulated in tumors from *Aire*<sup>+/+</sup> and *Aire*<sup>-/-</sup> treated with with anti-PD1 in cluster 6. **f** Expression values (fold change) of genes upregulated or down-regulated in tumors from *Aire*<sup>+/+</sup> and *Aire*<sup>-/-</sup> treated with with anti-PD1 in cluster 9.

a

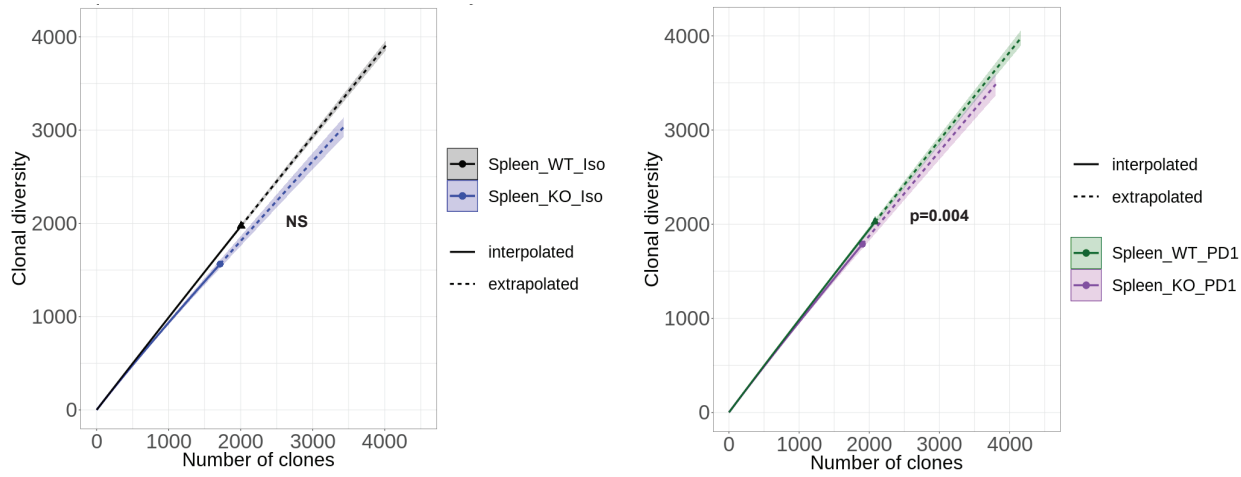

b

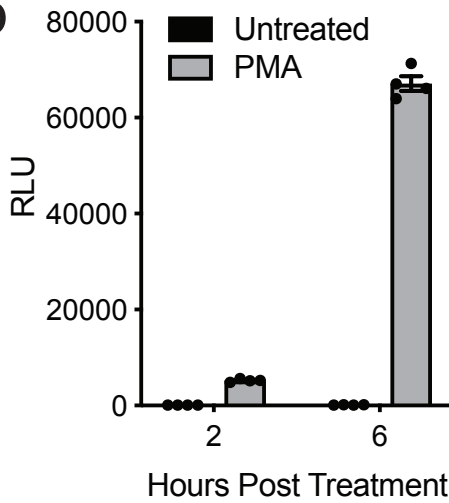

c

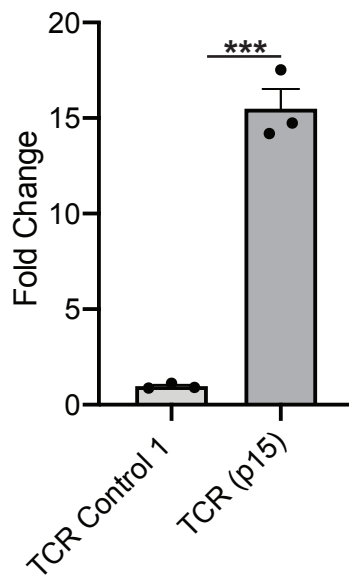

d

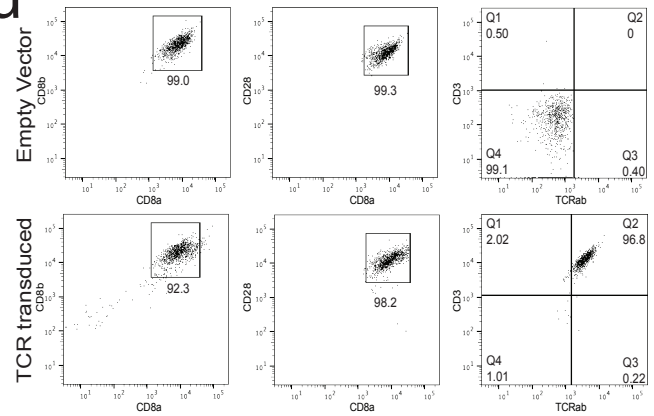

**Supplementary Figure 7. Clonal and diversity analysis of CD8<sup>+</sup> TILs.** **a** Shannon diversity was calculated for clones defined by the CDR3 sequences of TCR alpha and beta chains in spleens from *Aire*<sup>+/+</sup> and *Aire*<sup>-/-</sup> MC38 tumor-bearing mice treated with isotype or anti-PD1 antibodies on Day 19. Data were bootstrapped 50 times at the indicated sample sizes along the x-axis. Interpolated lines (solid) were determined based on sample sizes smaller than the actual sample size. Extrapolated lines (dashed) were determined with sample sizes larger than the actual sample size. **b** Activation of JRT3 cells with PMA leads to production of Luciferase after 2 and 6 hours ( $n=4$  per group). **c** Fold change in activation of the engineered T cells expressing the a TCR recognizing p15. Engineered T-cells were mixed with tumor cells and luciferase activity was assessed 6 hours later ( $n=3$  per group). Fold change in RLU activity was determined over the parental cell line. **d** Representative FACS plots of JRT3 cells expressing the cloned TCR. Cells were transduced with lentiviruses expressing either a TCR or none as a control. Cells were stained for CD8α, CD8β, CD28, CD3, and TCRα/β and expression was confirmed using flow-cytometry. Data are represented as mean  $\pm$  SEM, (\*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ ), by one-way ANOVA with Tukey's test.

## Supplementary Tables

**Supplementary Table 1. Number of CD45<sup>+</sup> cells from tumors or spleens from *Aire*<sup>+/+</sup> and *Aire*<sup>-/-</sup> mice.**

|                            | Tissue | Sorted | Treatment | Raw Cells | QC Pass |
|----------------------------|--------|--------|-----------|-----------|---------|
| <i>Aire</i> <sup>+/+</sup> | Tumor  | CD45   | Isotype   | 2936      | 2930    |
|                            |        | CD45   | anti-PD1  | 2211      | 2208    |
|                            | Spleen | CD45   | Isotype   | 2119      | 2095    |
|                            |        | CD45   | anti-PD1  | 2117      | 2088    |
| <i>Aire</i> <sup>-/-</sup> | Tumor  | CD45   | Isotype   | 1860      | 1855    |
|                            |        | CD45   | anti-PD1  | 2076      | 2075    |
|                            | Spleen | CD45   | Isotype   | 2048      | 2023    |
|                            |        | CD45   | anti-PD1  | 2402      | 2393    |

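The deposited tumor tables of the CD45+ sort held 2936 barcodes for *Aire*+/+ isotype, of which 2930 passed the filter, 2211 and 2208 for *Aire*+/+ anti-PD1, 1860 and 1856 for *Aire*-/- isotype, and 2076 and 2075 for *Aire*-/- anti-PD1. The splenic tables held 2119 and 2095, 2117 and 2088, 2048 and 2023, and 2402 and 2393, in the same order. Between 1 and 28 barcodes per library were removed for their mitochondrial share, and between 0 and 2 for having too few genes.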

Raw cell number represents the number of cells sequenced, while QC pass represents the number of cells that passed quality control criteria outlined in the Methods section.

**Supplementary Table 2. Upregulated and downregulated genes in activated CD8<sup>+</sup> TILs from *Aire*<sup>-/-</sup> mice treated with anti-PD1 (Cluster 0).**

| Gene     | Fold Change | Description                                                                                           | Cluster Expression (%) | Expression Out of Cluster (%) |
|----------|-------------|-------------------------------------------------------------------------------------------------------|------------------------|-------------------------------|
| Gzmb     | 1.89        | granzyme B                                                                                            | 0.853                  | 0.708                         |
| Gem      | 1.85        | GTP binding protein (gene overexpressed in skeletal muscle)                                           | 0.818                  | 0.611                         |
| BC002163 | 1.85        | NADH dehydrogenase Fe-S protein 5 pseudogene                                                          | 0.614                  | 0.104                         |
| Prf1     | 1.84        | perforin 1 (pore forming protein)                                                                     | 0.803                  | 0.639                         |
| Ccl5     | 1.81        | chemokine (C-C motif) ligand 5                                                                        | 0.705                  | 0.59                          |
| Serpine2 | 1.78        | serine (or cysteine) peptidase inhibitor, clade E, member 2                                           | 0.314                  | 0.16                          |
| Odc1     | 1.59        | ornithine decarboxylase, structural 1                                                                 | 0.907                  | 0.722                         |
| Cap1     | 1.5         | CAP, adenylate cyclase-associated protein 1 (yeast)                                                   | 0.966                  | 0.91                          |
| Fcgr2b   | -1.5        | Fc receptor, IgG, low affinity IIb                                                                    | 0.025                  | 0.097                         |
| Alox5ap  | -1.52       | arachidonate 5-lipoxygenase activating protein                                                        | 0.017                  | 0.09                          |
| Zfp36    | -1.53       | zinc finger protein 36                                                                                | 0.55                   | 0.639                         |
| Gpr183   | -1.53       | G protein-coupled receptor 183                                                                        | 0.56                   | 0.75                          |
| Lgmn     | -1.54       | legumain                                                                                              | 0.037                  | 0.111                         |
| Rgs1     | -1.59       | regulator of G-protein signaling 1                                                                    | 0.826                  | 0.819                         |
| Mafb     | -1.65       | v-maf musculoaponeurotic fibrosarcoma oncogene family, protein B (avian)                              | 0.027                  | 0.125                         |
| Tsc22d3  | -1.68       | TSC22 domain family, member 3                                                                         | 0.636                  | 0.806                         |
| Rnaset2b | -1.72       | ribonuclease T2B                                                                                      | 0.197                  | 0.674                         |
| Klf2     | -1.74       | Kruppel-like factor 2 (lung)                                                                          | 0.285                  | 0.424                         |
| Lyz2     | -1.84       | lysozyme 2                                                                                            | 0.057                  | 0.132                         |
| Il1b     | -1.94       | interleukin 1 beta                                                                                    | 0.015                  | 0.111                         |
| Apoe     | -2.36       | apolipoprotein E                                                                                      | 0.052                  | 0.16                          |
| Tgfbi    | -2.41       | transforming growth factor, beta induced                                                              | 0.049                  | 0.139                         |
| Tyrobp   | -2.68       | TYRO protein tyrosine kinase binding protein                                                          | 0.066                  | 0.174                         |
| Slfn4    | -2.81       | schlafen 4                                                                                            | 0.002                  | 0.076                         |
| Cd74     | -4.4        | CD74 antigen (invariant polypeptide of major histocompatibility complex, class II antigen-associated) | 0.361                  | 0.465                         |

Fold change in gene expression over the TILs from *Aire*<sup>+/+</sup> mice treated with anti-PD1. Cluster expression refers to the percentage of cells within the cluster expressing each gene, while expression out of cluster refers to the percentage of cells in all other clusters expressing each gene. FDR cut-off of 0.05.

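Of the 8 genes that Supplementary Table 2 lists as raised, 8 had a higher level in the activated CD8+ T-like cells of *Aire*-/- anti-PD1 tumors than in those of *Aire*+/+ anti-PD1 tumors. Their median log2 ratio was 0.72, at percentile 100 among 10000 random lists of the same size matched on mean expression, whose median was -0.01. In the isotype pair 7 of the 8 were higher, with a median of 0.69. Of the 17 genes listed as lowered, 8 were lower here and the median log2 ratio was 0.37. That median depended on the processing, and was -0.44 with doublets removed and -0.96 in the cells of the UMI gate. Of the 17, 14 were lower in the isotype pair, with a median of -0.53. The listed genes include Lyz2 and Apoe, and 87.5% of the UMIs of Lyz2, Apoe, C1qa, C1qb and C1qc in these cells of *Aire*-/- anti-PD1 tumors lay in 2% of the cells. The table comes from cluster 0 of the paper alone, tests cells as replicates, and was made from these same libraries, so that the tallies are not independent evidence.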

**Supplementary Table 3. Upregulated and downregulated genes in activated CD8<sup>+</sup> TILs from *Aire*<sup>-/-</sup> mice treated with anti-PD1 (Cluster 2).**

| Gene     | Fold Change | Description                                                                                           | Cluster Expression (%) | Expression Out of Cluster (%) |
|----------|-------------|-------------------------------------------------------------------------------------------------------|------------------------|-------------------------------|
| Lmna     | 2.35        | lamin A                                                                                               | 0.632                  | 0.416                         |
| Cd74     | 2.12        | CD74 antigen (invariant polypeptide of major histocompatibility complex, class II antigen-associated) | 0.297                  | 0.192                         |
| Fos      | 1.87        | FBJ osteosarcoma oncogene                                                                             | 0.696                  | 0.584                         |
| Gzma     | 1.72        | granzyme A                                                                                            | 0.378                  | 0.256                         |
| Cd8b1    | 1.72        | CD8 antigen, beta chain 1                                                                             | 0.708                  | 0.504                         |
| Itgae    | 1.7         | integrin alpha E, epithelial-associated                                                               | 0.359                  | 0.184                         |
| Samhd1   | 1.68        | SAM domain and HD domain, 1                                                                           | 0.822                  | 0.696                         |
| Egr1     | 1.66        | early growth response 1                                                                               | 0.442                  | 0.32                          |
| Csf1     | 1.64        | colony stimulating factor 1 (macrophage)                                                              | 0.292                  | 0.128                         |
| Ctla4    | 1.6         | cytotoxic T-lymphocyte-associated protein 4                                                           | 0.572                  | 0.416                         |
| Cd8a     | 1.59        | CD8 antigen, alpha chain                                                                              | 0.689                  | 0.52                          |
| Cxcr6    | 1.58        | chemokine (C-X-C motif) receptor 6                                                                    | 0.698                  | 0.56                          |
| S100a4   | 1.58        | S100 calcium binding protein A4                                                                       | 0.694                  | 0.504                         |
| Stat1    | 1.53        | signal transducer and activator of transcription 1                                                    | 0.836                  | 0.816                         |
| Cap1     | 1.5         | CAP, adenylate cyclase-associated protein 1 (yeast)                                                   | 0.905                  | 0.752                         |
| Bcl2     | -1.52       | B cell leukemia/lymphoma 2                                                                            | 0.542                  | 0.736                         |
| Klra7    | -1.57       | killer cell lectin-like receptor, subfamily A, member 7                                               | 0.052                  | 0.144                         |
| Tsc22d3  | -1.67       | TSC22 domain family, member 3                                                                         | 0.684                  | 0.904                         |
| TrnC     | -1.72       | tRNA cysteine, mitochondrial                                                                          | 0.418                  | 0.688                         |
| Rnaset2b | -1.97       | ribonuclease T2B                                                                                      | 0.202                  | 0.688                         |
| Klf2     | -1.97       | Kruppel-like factor 2 (lung)                                                                          | 0.71                   | 0.848                         |
| Tnfrsf4  | -2.28       | tumor necrosis factor receptor superfamily, member 4                                                  | 0.093                  | 0.176                         |
| Ecm1     | -2.86       | extracellular matrix protein 1                                                                        | 0.052                  | 0.12                          |
| Hspa1a   | -3.17       | heat shock protein 1A                                                                                 | 0.024                  | 0.072                         |

Fold change in gene expression over the TILs from *Aire*<sup>+/+</sup> mice treated with anti-PD1. Cluster expression refers to the percentage of cells within the cluster expressing each gene, while expression out of cluster refers to the percentage of cells in all other clusters expressing each gene. FDR cut-off of 0.05.

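All 15 genes that Supplementary Table 3 lists as raised were higher in the activated CD8+ T-like cells of *Aire*-/- anti-PD1 tumors, with a median log2 ratio of 0.52, and all 9 listed as lowered were lower, with a median of -1.26. In the isotype pair 14 and 6 of them went the same way. Over all 6879 genes with at least 100 UMIs in the pair of libraries, the largest rises were those of Il17a, with 102 UMIs against 0, Gzmg, with a log2 ratio of 3.97 (2.08 to 7.03), Lyz2 (3.39), Alox5ap (2.90) and BC002163 (2.84). A single cell held 53.9% of the Il17a UMIs. The largest falls were those of Hspa1a (-3.31), Ecm1 (-3.14), Rnaset2b (-2.24), Hspa1b (-2.07) and Klra7 (-1.90). For Hspa1b, 50.0% of the *Aire*-/- UMIs lay in 1 cell, and for Gzmg 43.9%. In the isotype pair the direction was opposite for Lyz2 (-1.28), Alox5ap (-0.64), Hspa1a (0.79) and Hspa1b (1.10). It was the same for Gzmg (2.39), BC002163 (3.27), Ecm1 (-2.97), Rnaset2b (-1.04) and Klra7 (-1.06), and Il17a had 0 UMIs in both libraries. Under isotype, 1 cell held 90.9% of the Gzmg UMIs in *Aire*-/- mice, and 1 cell held 87.0% in *Aire*+/+ mice. For Ecm1, 1 cell held 80.4% of the *Aire*+/+ isotype UMIs. The isotype values of Gzmg and Ecm1 thus rest largely on single cells. Lyz2 and Alox5ap were lower in *Aire*-/- anti-PD1 tumors when cells were gated on UMIs, as was Alox5ap with the stricter filter, and the fall of Klra7 was absent at resolution 0.8. Gzmg, Hspa1a, Hspa1b, Rnaset2b and Klra7 have close paralogs whose reads the counting could have split between copies.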

**Supplementary Table 4. Upregulated and downregulated genes in intratumoral NK cells from *Aire*<sup>-/-</sup> mice treated with anti-PD1 (Cluster 8).**

| Gene     | Fold Change | Description                                  | Cluster Expression (%) | Expression Out of Cluster (%) |
|----------|-------------|----------------------------------------------|------------------------|-------------------------------|
| Egr1     | 1.87        | early growth response 1                      | 0.515                  | 0.35                          |
| Plac8    | 1.63        | placenta-specific 8                          | 0.599                  | 0.464                         |
| Pim1     | 1.55        | proviral integration site 1                  | 0.819                  | 0.7                           |
| BC002163 | 1.51        | NADH dehydrogenase Fe-S protein 5 pseudogene | 0.478                  | 0.129                         |
| Rnaset2b | -1.62       | ribonuclease T2B                             | 0.344                  | 0.793                         |
| Klf2     | -1.84       | Kruppel-like factor 2 (lung)                 | 0.625                  | 0.729                         |

Fold change in gene expression over the NK cells from *Aire*<sup>+/+</sup> mice treated with anti-PD1. Cluster expression refers to the percentage of cells within the cluster expressing each gene, while expression out of cluster refers to the percentage of cells in all other clusters expressing each gene. 

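The 4 genes that Supplementary Table 4 lists as raised in NK cells were all higher in the NK-like cells of *Aire*-/- anti-PD1 tumors, with a median log2 ratio of 1.30, and the 2 listed as lowered were lower, with a median of -1.18. In the isotype pair 4 and 1 of them went the same way. Over 5543 genes, the largest rises were those of Cd8b1, with 115 UMIs against 0, S100a9, with 104 against 0 and all of them in 1 cell, Cd8a (log2 ratio 5.89, 3.39 to 11.21), H2-Aa (3.04) and BC002163 (2.60). The largest falls were those of Lyz2 (-2.83), Ccl2 (-2.81), Tgm2 (-2.39), Hist1h2ae (-1.96) and Cd14 (-1.94). In *Aire*-/- mice 1 cell held 77.3% of the H2-Aa UMIs, and in *Aire*+/+ mice 1 cell held 97.1% of the Lyz2 UMIs, 98.8% of the Ccl2 UMIs, 94.8% of the Tgm2 UMIs, 97.8% of the Cd14 UMIs and 40.3% of the Hist1h2ae UMIs. In *Aire*-/- mice 1 cell also held 46.3% of the Cd8a UMIs and 34.8% of the Cd8b1 UMIs. In the isotype pair the direction was opposite for Cd8a (-5.56, -10.89 to -3.00), with 1 UMI against 43 in a single cell, for H2-Aa (-4.38) and for Lyz2 (0.93), and Cd8b1 had 0 UMIs against 26. It was the same for BC002163 (2.98), Ccl2 (-1.55), Tgm2 (-2.03) and Hist1h2ae (-1.77). Cd14 was at -0.26, with an interval that includes 0, and S100a9 had 0 UMIs in both libraries. Under isotype, 1 cell per library held 98.3% (*Aire*-/-) and 79.5% (*Aire*+/+) of the Lyz2 UMIs, and 91.9% and 82.8% of the Ccl2 UMIs. For H2-Aa, 1 cell held 57.1% of the *Aire*+/+ isotype UMIs. The isotype directions of Lyz2, Ccl2 and H2-Aa thus rest largely on single cells. In the anti-PD1 pair, the rises of Cd8a and H2-Aa were absent with cells thinned to 1000 UMIs, as was that of H2-Aa with the gate, and the fall of Tgm2 was absent with mean log-normalized values.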

FDR cut-off of 0.05.

**Supplementary Table 5. Number of CD8<sup>+</sup> T-cells sequenced from tumors or spleens from *Aire*<sup>+/+</sup> and *Aire*<sup>-/-</sup> mice.**

|                            | Tissue | Sorted | Treatment | Raw Cells | QC Pass | Cells with TCRA and TCRB sequences |
|----------------------------|--------|--------|-----------|-----------|---------|------------------------------------|
| <i>Aire</i> <sup>+/+</sup> | Tumor  | CD8    | Isotype   | 2688      | 2684    | 1596                               |
|                            |        | CD8    | anti-PD1  | 2222      | 2221    | 1637                               |
|                            | Spleen | CD8    | Isotype   | 2902      | 2898    | 2007                               |
|                            |        | CD8    | anti-PD1  | 2966      | 2944    | 2081                               |
| <i>Aire</i> <sup>-/-</sup> | Tumor  | CD8    | Isotype   | 1860      | 1858    | 1345                               |
|                            |        | CD8    | anti-PD1  | 2214      | 2212    | 1968                               |
|                            | Spleen | CD8    | Isotype   | 2355      | 2339    | 1715                               |
|                            |        | CD8    | anti-PD1  | 2633      | 2629    | 1901                               |

Raw cell number represents the number of cells sequenced, while QC pass represents the number of cells that passed quality control criteria outlined in the Methods section. 

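For the CD8+ sort, the deposited tumor tables held 2688 barcodes for *Aire*+/+ isotype, of which 2684 passed the filter, 2222 and 2221 for *Aire*+/+ anti-PD1, 1860 and 1858 for *Aire*-/- isotype, and 2214 and 2212 for *Aire*-/- anti-PD1. The splenic tables held 2902 and 2898, 2966 and 2944, 2355 and 2339, and 2633 and 2629, in the same order.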

Last column lists the number of cells with complete TCR alpha and beta sequences.

**Supplementary Table 6. Sequences of TCRs isolated from tumors CD8<sup>+</sup> TILs in *Aire*<sup>-/-</sup> mice treated with anti-PD1.**

| <b>Name</b>      | <b>Sequence</b>                                           | <b>Size</b> | <b>Percentage</b> |
|------------------|-----------------------------------------------------------|-------------|-------------------|
| TCR 1.1, TCR 1.2 | TRA:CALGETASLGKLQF;TRA:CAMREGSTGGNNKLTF;TRB:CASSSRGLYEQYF | 138         | 9.67              |
| TCR2             | TRA:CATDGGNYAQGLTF;TRB:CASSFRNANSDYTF                     | 100         | 7.00              |
| TCR3             | TRA:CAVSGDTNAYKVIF;TRB:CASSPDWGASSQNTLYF                  | 47          | 3.29              |
| TCR4             | TRA:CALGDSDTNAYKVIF;TRB:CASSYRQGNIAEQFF                   | 40          | 2.80              |
|                  |                                                           | Total       | 22.76             |

Size represents the number of clones identified that share the same TCR alpha and beta sequences. Percentage was determined by dividing the number of clones by the total number of CD8<sup>+</sup> TILs.

# Supplementary material for: Absence of central tolerance in Aire-deficient mice synergizes with immune-checkpoint inhibition to enhance antitumor responses
**Source:** Commun Biol. 2020 Jul 8;3:355. doi: 10.1038/s42003-020-1083-1
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Bulk RNAseq data in MC38 tumors from *Aire*<sup>+/+</sup> and *Aire*<sup>-/-</sup> treated with Isotype or anti-PD1 antibodies. Data are shown as TPM (transcripts per million). Related to Figure 2.

File Name: Supplementary Data 2

Description: Bulk RNAseq data in B16.F10 tumors from *Aire*<sup>+/+</sup> and *Aire*<sup>-/-</sup> treated with Isotype or anti-CTLA4 antibodies. Data are shown as TPM (transcripts per million). Related to Figure 4.

File Name: Supplementary Data 3

Description: Upregulated genes in tumor macrophages from *Aire*<sup>-/-</sup> mice treated with anti-PD1. Fold change in gene expression over the macrophages cells from *Aire*<sup>+/+</sup> mice treated with anti-PD1. 

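All 36 genes that Supplementary Data 3 lists as raised were higher in the macrophage-like cells of *Aire*-/- anti-PD1 tumors, with a median log2 ratio of 1.16, and all 19 listed as lowered were lower, with a median of -0.96. In the isotype pair 36 and 16 of them went the same way, with medians of 0.74 and -0.34. Among the 8267 genes with enough UMIs, the largest rises besides Nos2 were those of Nkg7 (log2 ratio 3.90), Gm15056 (3.90), BC002163 (2.86) and Cnn3 (2.49). Nkg7 is a gene of T and NK cells, and its rise is not read as expression in macrophages. An Nkg7 UMI was found in 5.79% of the macrophage-like cells in *Aire*-/- and 1.06% in *Aire*+/+ anti-PD1 tumors (medians of 10263 and 12679.5 UMIs per cell), against 5.04% and 2.31% of the monocyte-like cells (medians of 11282 and 12412). Of the Nkg7 UMIs, 93.7% and 86.7% lay in macrophage-like cells that also had a UMI of a Cd3 gene, Ncr1 or Klrb1c. The largest falls were those of Dppa3, with 0 UMIs against 221, Cxcl13, with 0 against 177, Hspb1, with 1 against 199 and a log2 ratio of -5.41 (-10.72 to -2.91), Edn1 (-3.95) and Folr2 (-3.01). Of the *Aire*+/+ UMIs, 1 cell held 99.4% for Cxcl13, 51.1% for Nkg7 and 47.7% for Hspb1. Under isotype, Cxcl13 (4.86) and Edn1 (0.99) were higher in *Aire*-/- mice, and Folr2 was at -0.06, with an interval that includes 0 (-0.37 to 0.24). The direction was the same for Nkg7 (2.25), Gm15056 (3.13), BC002163 (3.21), Cnn3 (2.14), Dppa3 (-7.09, with 1 UMI against 309) and Hspb1 (-2.73). Under isotype, 1 cell per library held 53.6% (*Aire*-/-) and 85.7% (*Aire*+/+) of the Cxcl13 UMIs, and 90% and 45.0% of the Hspb1 UMIs.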

Cluster expression refers to the percentage of cells within the cluster expressing each gene, while expression out of cluster refers to the percentage of cells in all other clusters expressing each gene. FDR cut-off of 0.05.

File Name: Supplementary Data 4

Description: Upregulated genes in CD8<sup>+</sup> TILs from *Aire*<sup>-/-</sup> mice treated with anti-PD1 (Cluster 6). Fold change in gene expression in CD8<sup>+</sup> TILs from *Aire*<sup>-/-</sup> mice treated with anti-PD1 over the other conditions tested in Cluster 6. Cluster expression refers to the percentage of cells within the cluster expressing each gene, while expression out of cluster refers to the percentage of cells in all other clusters expressing each gene. FDR cut-off of 0.05.

File Name: Supplementary Data 5

Description: Upregulated genes in CD8<sup>+</sup> TILs from *Aire*<sup>-/-</sup> mice treated with anti-PD1 (Cluster 9). Fold change in gene expression in CD8<sup>+</sup> TILs from *Aire*<sup>-/-</sup> mice treated with anti-PD1 over the other conditions tested in Cluster 9. Cluster expression refers to the percentage of cells within the cluster expressing each gene, while expression out of cluster refers to the percentage of cells in all other clusters expressing each gene. FDR cut-off of 0.05.

File Name: Supplementary Data 6

Description: scRNAseq results from CD45<sup>+</sup> cells sequenced from MC38 tumors from *Aire*<sup>+/+</sup> and *Aire*<sup>-/-</sup> treated with Isotype or anti-PD1 antibodies. Data are shown as fold-change over all conditions and are separated by tabs. Related to Figure 5.

File Name: Supplementary Data 7

Description: scRNAseq results from CD8<sup>+</sup> TILs cells sequenced from MC38 tumors from *Aire*<sup>+/+</sup> and *Aire*<sup>-/-</sup> treated with Isotype or anti-PD1 antibodies. Data are shown as fold-change over all conditions and are separated by tabs. Related to Figure 6.

File Name: Supplementary Data 8

Description: Sequences of TCR alpha and beta of the CD8<sup>+</sup> TILs identified.

File Name: Supplementary 9

Description: Source data of all the graphs.

# Supplementary material for: Absence of central tolerance in Aire-deficient mice synergizes with immune-checkpoint inhibition to enhance antitumor responses
**Source:** Commun Biol. 2020 Jul 8;3:355. doi: 10.1038/s42003-020-1083-1
**Supplement:** Supplementary file 12 — Reporting Summary

# Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

## Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

## Software and code

Policy information about [availability of computer code](#)

### Data collection

For Bulk RNAseq: RNAseq read mapping and statistical analysis of differentially expressed RNA. Raw sequence data (BCL files) were converted to FASTQ format via Illumina bcl2fastq v2.17. Reads were decoded based on their barcodes and read quality was evaluated with FastQC (<http://www.bioinformatics.babraham.ac.uk/projects/fastqc/>). Reads were mapped to the mouse genome (mm10) using ArrayStudio® software (OmicSoft®, Cary, NC) allowing two mismatches. Reads mapped to the exons of a gene were summed at the gene level. Differentially expressed genes were identified by the DESeq2 R package (Love et al., 2014) and significantly perturbed genes were defined with fold changes of at least 1.5 in either up or down direction and with p-values less than 0.01.

For scRNAseq: 387 Single-cell RNA sequencing, and read mapping. Single cell suspension of tumors were sorted for CD45+ or CD8+ 388 and collected into tubes containing PBS with 0.04% BSA. The cell suspensions were loaded on a Chromium Single Cell Instrument (10X Genomics) and RNA libraries were prepared using Chromium Single Cell 3' Library, Gel Beads & Multiplex Kit (10X Genomics). Paired-end sequencing was performed on Illumina NextSeq500 where Read 1 was used for unique molecular identifier (UMI) and cell barcode while Read 2 was used for 55-bp transcript read. Sample demultiplexing, alignment, filtering, and UMI counting were performed on Cell Ranger Single-Cell Software Suite (10X Genomics).

### Data analysis

Single-cell data analysis. Single-cell analysis was carried out using version 2 of the Seurat R package (Butler et al., 2018, R Core Team, 2018). Cells with fewer than 200 genes detected or over 20% of reads mapping to mitochondrial genes were discarded from analysis. Gene expression values for each cell were normalized and scaled and variation due to cell cycle stage and mitochondrial rate were regressed out as described previously (Butler et al., 2018). The number of UMI was also regressed out to correct for variation in sampling depth of these cells. The genes used for principal component analysis (PCA) were the 1000 genes with the highest dispersion (variance to mean ratio) for genes with mean UMI between 0.0125 and 8 and variance above 0.5. Genes were divided into 20 bins of equal width based on their average expression and dispersion 14 z-scores were calculated within these bins. Cells were then partitioned into clusters (Seurat FindClusters function) and visualized using the t-distributed stochastic neighbor embedding (tSNE) algorithm (Seurat RunTSNE function) as described previously (Butler et al., 2018). The first 15 principal components were used to run the t-SNE dimensionality reduction. The FindClusters function was run with a resolution parameter of 0.4, resulting in 14 clusters of cells. These clusters corresponded to naïve CD8+ T cells, B cells, activated CD8+ T cells, macrophages, CD8+ effector T cells, myeloid cells, dendritic cells, natural killer cells, CD4+ regulatory T cells, plasmacytoid dendritic cells, and neutrophils. Cluster cell type identities were

determined by examining marker genes specifically expressed more highly in each cluster (Seurat FindAllMarkers function) and expression of known immune marker genes (Seurat FeaturePlot function).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The datasets generated during and/or analysed during the current study are not publicly available due to [these datasets including GOI accession codes, etc. will be made available prior to publication] but are available from the corresponding author on reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------|
| Sample size     | For experiments involving tumors, sample sizes ranged from 8-10 due to the variable nature of tumors.         |
| Data exclusions | No data were excluded                                                                                         |
| Replication     | All experiments were reproduced a minimum of three times with similar results.                                |
| Randomization   | Allocation of animals into each experimental group was random.                                                |
| Blinding        | All animals were randomly assigned into experimental groups. Tumor volume measurements were obtained blindly. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

FoxP3-e450 (Clone FJK-16s, eBioscience, Cat. #48-5773-82), CD45-BV510 (Clone 30-F11, Biolegend, Cat. #103138), PD1-BV605 (Clone JA3, BD Bioscience, Cat. #563059), NK1.1-BV650 (Clone PK136, BD Bioscience, Cat. #564143), GITR362 BV711 (Clone DTA-1, BD Bioscience, Cat. #563390), CD4-BV786 (Clone RM4-5, BD Bioscience, Cat. #563727), CD11B-BUV395 (Clone M1/70, BD Bioscience, Cat. #563553), CD44-BUV737 (Clone IM7, BD Bioscience, Cat. #564392), CD8-BUV805 (Clone 53-6.7, BD Bioscience, Cat. #564920), CD3-Alexa 700 (Clone 17A2, eBioscience, Cat. #56-0032-82), Lag3-APC-Cy7 (Clone eBioC9B7W, eBioscience, Cat. #47-2231-82), Tim3-PE (Clone RMT3-23 eBioscience, Cat. #12-5870-82), CTLA4-PE-CF594 (Clone UC10-4F10-11, BD Bioscience, Cat. #564332), 2B4-PE-Cy7 (Clone m2B4(B6)458.1, Biolegend, Cat. #133512), Live/Dead Blue369 Fixable Blue Dye (Invivogen, Cat. #L-23105), KLRG1-FITC (Clone 2F1, eBioscience, Cat. #11-370 5893-82).

## Validation

All antibodies have been validated by the Regeneron Pharmaceuticals Flow Cytometry Core. In addition, the manufacturer's (Biolegend, eBioscience, and BD Bioscience) have extensively validated the antibodies used.

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Cell line source(s)

The cell lines were obtained from the Regeneron Pharmaceuticals Tissue Culture Core which obtains lines from ATCC and other sources.

## Authentication

The cell lines used were authenticated by the Regeneron Pharmaceuticals Tissue Culture Core.

## Mycoplasma contamination

All cell lines used tested negative for Mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

No misidentified cell lines were used

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

Wild-type or Aire knockout mice (Source: Jackson Laboratories, Stock # 004743). Sex: Female, Age: 8 weeks old

## Wild animals

No wild animals were used in this study

## Field-collected samples

No field-collected samples were used in this study

## Ethics oversight

All experiments were approved by Regeneron Pharmaceuticals, Inc. IACUC.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

## Sample preparation

Tumors were enzymatically dissociated into single cell suspensions using Miltenyi Biotec's Mouse Tumor Dissociation Kit (Stock 130-096-730). Single cell suspensions of spleen and lymph nodes were prepared by mechanical dissociation.

## Instrument

Fortessa X-20

## Software

Samples were collected using FACSdiva and analyzed on Flowjo 10.4.

## Cell population abundance

The relevant cell populations comprising of CD45+ infiltrates in tumors accounted for >20% of the cell population. From this population T cells accounted for ~40% of the population.

## Gating strategy

Cells were first gated to remove all cell debris by doing SSA/FSA. The cells were then gated to remove any doublets, followed by a gate to remove any dead cells. The boundaries between live and dead cells was determined using the appropriate controls (e.g. unstained).

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

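Single-cell RNA was measured in MC38 tumors and spleens of *Aire*+/+ and *Aire*-/- mice treated with anti-PD1 or isotype antibody. Sorted CD45+ cells and sorted CD8+ cells of each tissue and condition gave 16 libraries, with 1 library per condition, tissue and sort. The paper states that the tumors of 4 to 6 mice were pooled per condition, and that spleens were pooled. The legend of Supplementary Fig. 5c gives 6 per group for the splenic data.

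The authors deposited UMI counts for each library, as whole numbers per gene and barcode, with no normalization and only for barcodes called as cells. Cell Ranger made the counts. The paper's text gives the kit for these libraries as one for the 3′ end of RNA, and names the Cell Ranger version, the mm10 assembly and the RefSeq gene model in the paragraph on the TCR libraries, which names a kit for the 5′ end. The deposited tables hold 25127 rows, of which 25050 are named by symbol, chromosome and strand. Another 37 rows are mitochondrial genes, 13 carry only an Ensembl identifier and 27 are transgene or vector sequences. Rows that share a symbol, as 327 symbols have, were summed, which left 24496 symbols. A gene with near-identical copies can have lost UMIs or had them split between copies in the authors' counting.

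Cells with fewer than 200 genes or more than 20% mitochondrial UMIs were removed, as the paper's methods state. Each sort was clustered on its own with both tissues together. UMIs were scaled to 10000 per cell and log-transformed, 1000 variable genes were chosen by binned dispersion, and the UMI number, mitochondrial share and cell-cycle scores were regressed out. A shared-neighbour graph with 30 neighbours was built on 15 principal components and partitioned by modularity with the Leiden algorithm at resolution 0.4 and random seed 0. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, igraph 0.11.9 and leidenalg 0.10.2. The Seurat package was not run, so clusters and their names were rebuilt and can differ from the paper's for that reason. No doublets were removed in the main setting, since the paper states no such step.

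The conditions of the samples, the cell filter, the clustering settings, the marker genes of each cell type, the rule for the genes named in the text and the list of alternatives were fixed before the data were examined. The named genes are every gene the paper names for these experiments, those of its lists of changed genes, Aire, the sex-specific genes, and the 5 genes with the largest log2 ratio in each direction among those with at least 100 UMIs over a pair of libraries. The values of some of these genes are not reported here, though counts over lists of genes include them. The rule that turns markers into names was chosen after the clusters were seen. A first rule based on z-scores was dropped because it named a splenic cluster led by Jchain, Mzb1 and Cr2 after tumor or stromal cells and the activated CD8+ T cells after gamma-delta T cells. The rule used takes the mean log2 fold of the markers over the other cells, with 50 CPM added to each level, and needs a mean of at least 1, at least 3 markers found in at least 10% of the cells, and a higher score than the cell-cycle genes have. Leading genes are the 10 with the largest fold among those with at least 50 CPM. Gamma-delta T cells were not offered as a name, since Trdc, Tcrg-C1 and Trdv4 have no rows in the tables. The marker lists of the 2 activated CD8+ classes were merged. A class was compared between conditions only where none of its clusters had more markers of another class than of its own among its 10 leading genes.

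Because cells are not replicates and each condition has 1 library, no p-value or standard error was computed for a difference between conditions. No gene was called changed by a test. Genes were counted only by the size and direction of their log2 ratio over all pairs of libraries. The positions of those genes were set against 10000 random sets of tested genes, as a description. A share of cells has an exact Clopper-Pearson 95% interval, a sum of UMIs an exact Poisson interval and a ratio of sums a conditional exact interval, and all of them cover counting error only. Ratios of shares have the same conditional interval. It takes cell counts as Poisson, so it is wider than the counting error of large shares. In a class or a whole library, the UMIs of a gene were summed and divided by all UMIs of the same cells. A gene with 0 UMIs on one side was given a floor of 3 counts. The median log2 ratio of each list of the paper (Supplementary Tables 2 to 4 and Supplementary Data 3) was ranked among 10000 random lists of the same size matched on mean expression, as a description of these libraries. The paper chose those lists on the same libraries, with cells as replicates.

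The depth differed between tissues and between libraries. Of the tumor classes whose genes were compared, regulatory T-like cells of *Aire*-/- isotype tumors had the fewest cells and UMIs, with 600982 UMIs over 56 cells. Genes with fewer than 10 UMIs over a pair of libraries were left out of the lists' medians, and a count of 0.5 was added to both sums there. Shares of cells with a UMI were also computed after each cell was thinned to 1000 UMIs, which left out no cell.

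The alternatives were a stricter filter of at least 500 genes and at most 10% mitochondrial UMIs, 2000 variable genes with 30 principal components, resolution 0.8, no regression, cells thinned to 1000 UMIs, removal of the cells with the highest simulated-doublet scores at 0.8% per 1000 cells of a library, tumor libraries clustered alone, a gate on UMIs in single cells in place of clusters, other denominators, scaling by the UMIs left after mitochondrial, ribosomal and the 10 most abundant genes are taken out, and differences of mean log-normalized values. The gate takes as CD8+ T cells those with at least 1 UMI of Cd3e, Cd3d or Cd3g and 1 of Cd8a or Cd8b1, as NK cells those with at least 1 UMI of Ncr1, Klrb1c or Klre1 and none of the Cd3 genes, and as macrophages those with at least 2 UMIs over C1qa, C1qb and C1qc.

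The steps were tested on simulated data. These were Poisson counts around a profile shared by the libraries compared, without spread between cells or pools of mice. Coverage near 95% was therefore built in and does not show that the intervals hold in the real libraries. Where a few cells hold most UMIs of a gene, its interval can be too narrow. With 200 genes changed by 1 on the log2 scale, 200 were recovered in the activated CD8+ T-like cells among 6879 genes, 200 in the NK-like cells among 5543 and 200 in the macrophage-like cells among 8267, and the 95% intervals held the true value for 94%, 94.5% and 96% of them. For the search for genes that differ in the same direction between all pairs of libraries, 199 of 200 genes changed by 1.5 were recovered among 10304 genes, with 0 false calls. A raised list reached percentile 100 in each class, and an unchanged list lay at 25.9, 23.3 and 43.1.

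The sex-specific genes were read only as a check that the mice were female, as the paper states. With females alone, they cannot detect a swap of genotype, treatment, tissue or sort labels. Xist had between 3534 and 8670 UMIs per library, and Ddx3y, Eif2s3y and Uty had 0 or 1 each. Aire had 18 UMIs over the 8 *Aire*+/+ libraries and 6 over the 8 *Aire*-/- libraries. The TCR sequencing libraries and the bulk RNA libraries are not analysed here. Clone sizes were taken from the paper's own table and are given only among the closing observations.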

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

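Of the tests in this part, those of free RNA and of depth for Gzma and of thinned depth for the cell-cycle genes were set out beforehand, and those of the monocyte-like share, of the macrophage-like cells in the denominator, of the median depth, of the cells that join a cluster, of NK cells, of strain segments and of the mix of cell types were chosen only after the result was seen.

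The share of monocyte-like cells in *Aire*-/- mice was lower in the spleens and not lower in the tumors, when all cells of a library are the denominator. In the spleens, *Aire*-/- over *Aire*+/+, it was 0.497 under anti-PD1 (95% interval 0.368 to 0.666) and 0.609 under isotype (0.484 to 0.765). In the tumors it was 1.09 (0.942 to 1.27), with an interval that includes 1, and 1.24 (1.09 to 1.42). A smaller macrophage-like share raises the other shares of a tumor library, and is a candidate explanation for the tumor values. With macrophage-like cells left out of the denominator, the tumor ratio was 0.625 (0.538 to 0.727) under anti-PD1 and 0.897 (0.788 to 1.02) under isotype, so that the opposite direction in tumors depends on the denominator. Shares do not tell which cell type changed in number. The difference between tissues was not tested, and each value compares 1 library with 1 library. It also sets different cells side by side. Nearly all tumor cells of the class came from the cluster led by Thbs1, Lyz2 and Chil3. Nearly all splenic ones came from the cluster led by Lyz2, Ace and Ear2. For the spleens, a difference in depth is argued against. With every cell thinned to 1000 UMIs before clustering, the splenic anti-PD1 ratio was 0.500. Differences between mice and in how spleens were dissociated and sorted stay open, as does an effect of the genotype, and none of these was tested.

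The cluster led by cell-cycle genes was also smaller in the spleens and not in the tumors of *Aire*-/- mice. In the spleens its share, *Aire*-/- over *Aire*+/+, was 0.276 under anti-PD1 (0.203 to 0.370) and 0.397 under isotype (0.298 to 0.523), and in the tumors 1.37 (0.812 to 2.33) and 2.08 (1.15 to 3.80). Without macrophage-like cells in the denominator, the tumor ratios were 0.781 (0.464 to 1.33) and 1.50 (0.833 to 2.74), both with intervals that include 1. On between 22 and 36 tumor cells per library, an effect of the denominator and a larger cluster cannot be told apart. This difference between tissues was not tested either, and the cluster holds different cells in each. In the spleens, 94.1%, 95.8%, 90.3% and 91.7% of its cells had a UMI of a Cd79 gene (in the order *Aire*+/+ isotype, *Aire*+/+ anti-PD1, *Aire*-/- isotype, *Aire*-/- anti-PD1), against 9.09%, 14.3%, 10.3% and 5.56% of its tumor cells, which come from deeper libraries (medians of 11892, 11858.5, 12251.5 and 9889 UMIs per cell against 4549, 4413.5, 4733 and 4502). At full depth the tumor shares are no higher than those of macrophage-like cells, which should lack these genes (17.1%, 18.7%, 13.7% and 7.40%, medians of 12565, 12679.5, 12652 and 10263 UMIs), and are read as background. In the spleens, 10.5%, 15.0%, 13.4% and 14.4% of naïve T-like cells had such a UMI (medians of 5799, 5597, 5536 and 5233). After thinning to 1000 UMIs, the tumor shares of the cluster were 0%, 10.7%, 0% and 0%, against 1.78%, 1.85%, 1.41% and 0.965% of the macrophage-like cells. For *Aire*+/+ anti-PD1, with 3 of 28 cells (2.27 to 28.2, against 1.15 to 2.81), it stays open whether background is the whole cause. A UMI of a Cd3 gene was found in 22.7%, 35.7%, 62.1% and 91.7% of the tumor cells of the cluster (medians of 7422, 11021.5, 14929 and 17796 UMIs), against 1.66%, 1.94%, 3.66% and 9.65% of the macrophage-like cells. With these cells thinned to 1000 UMIs, which left out none of them, the shares were 18.2%, 35.7%, 44.8% and 88.9%, against 0.677%, 0.088%, 0.986% and 2.89%. Under anti-PD1 the counting intervals of the genotypes lay apart (18.6 to 55.9 and 73.9 to 96.9 after thinning), so the tumor ratio of the cluster compares different mixes of cells there. Under isotype they overlapped (5.19 to 40.3 and 26.4 to 64.3). In the spleens a Cd3 UMI was found in 2.13%, 8.95%, 5.56% and 6.67% of the cells of the cluster (medians of 3714, 3714.5, 3779.5 and 3762), against 0.922%, 1.32%, 1.48% and 0.912% of the B-like cells (medians of 4018.5, 4048, 4225.5 and 4133). Fewer UMIs per cell in the *Aire*-/- spleens are argued against, since their median was 1.02 times that of *Aire*+/+ under anti-PD1 and 1.04 times under isotype. The share of all splenic cells with a UMI of Mki67, Top2a, Birc5, Ube2c or Ccna2 was 5.82%, 5.03%, 3.86% and 3.97%, in the order given above. Its ratio was 0.789 (0.592 to 1.05) under anti-PD1 and 0.662 (0.492 to 0.887) under isotype, which is less of a fall than that of the cluster. A change in which cells join the cluster is therefore a candidate explanation for part of the difference, as a hypothesis. After thinning to 1000 UMIs the shares were 1.62%, 1.29%, 0.989% and 1.00% and the anti-PD1 ratio 0.776, with an interval of 0.428 to 1.40 that includes 1. The isotype ratio after thinning was 0.609, and its interval of 0.332 to 1.09 includes 1 as well. Thinning thus left both ratios about as they were, with wider intervals. No cell type that lacks these 5 cell-cycle genes was set apart, so the level that free RNA gives is not known.

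Genes that the paper's lists do not hold differed between the genotypes in every pair of libraries. Of 10364 genes with at least 20 UMIs in every pair of a *Aire*-/- and a *Aire*+/+ library, 12 had a log2 ratio of at least 0.5 in the same direction in all 8 pairs, 10 of them higher and 2 lower in *Aire*-/- mice. The sorts share pools of mice, and both tissues come from mice of the same condition, so the pairs are not 8 independent comparisons. BC002163, Iigp1, Dynlt1b and Rnaset2b are in the paper's lists, and the other 8 are 1810014B01Rik, Tagap1, Zbtb8a, Adgrb2, Sytl1, Ubxn11, Erc1 and Xlr3b. In the order of the lowest and highest log2 ratio over the pairs, BC002163 had 2.17 and 3.61, Tagap1 1.85 and 4.03, Adgrb2 1.01 and 3.56, Sytl1 0.74 and 2.45, Ubxn11 0.96 and 2.41, Xlr3b 0.71 and 2.03, Erc1 0.60 and 1.69, Dynlt1b 1.08 and 1.53, 1810014B01Rik 0.53 and 1.42, and Iigp1 0.56 and 2.68. Rnaset2b had -2.30 and -0.79 and Zbtb8a -2.19 and -0.61.

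On GRCm38, 3 of the 12 lie within 5 Mb of each other on chromosome 17 (Dynlt1b from 6430112 to 6436296, Tagap1 from 6955011 to 6961156 and Rnaset2b from 6970634 to 7011299) and 4 on chromosome 4 (Zbtb8a from 129353628 to 129378116, Adgrb2 from 129984870 to 130022633, Sytl1 from 133253090 to 133263113 and Ubxn11 from 134102570 to 134127593). The rest lie on chromosome 10 (1810014B01Rik, 86685525 to 86694806), chromosome 16 (BC002163, 42955631 to 42955949), chromosome 18 (Iigp1, 60376027 to 60392634), chromosome 6 (Erc1, 119570796 to 119848167) and the X chromosome (Xlr3b, 73192207 to 73202930). Aire is on chromosome 10 from 78030022 to 78043610.

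A different mix of cell types is argued against, since 72 of 73 combinations of gene, class and treatment with at least 20 UMIs kept the direction within a class. A segment of another strain around Aire is argued against for the set as a whole, because 11 of the 12 genes lie on other chromosomes or more than 20 Mb from Aire. For 1810014B01Rik alone, which lies 8.64 Mb from Aire, such a segment and an effect of the genotype cannot be told apart, since 1 gene is too few and 0.291 genes would lie in that window if the set were spread like the tested genes. Strain variants in segments away from Aire stay open. Of the 12 genes, 7 lie within 5 Mb of another of the set, and 4 of 10000 random sets of tested genes had as many, with a median of 0. Strain differences between the *Aire*-/- and *Aire*+/+ mice would give such a grouping and are offered as a hypothesis, since no variant was read from these counts. The paper describes the mice as littermates, which speaks against strain segments away from Aire that differ by genotype. How the litters were bred is not stated, so the hypothesis stays open. Dynlt1b, Tagap1, Rnaset2b, Xlr3b and Iigp1 have near-identical or closely related copies whose reads the counting could have assigned differently, and this was not tested.

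Gzma was higher over all cells of the splenic CD8+ libraries of *Aire*-/- mice, a tissue for which the paper gives no such comparison, with a log2 ratio of 2.49 under anti-PD1 and 2.80 under isotype. It had 1597 and 1513 UMIs in the *Aire*+/+ libraries and 8622 and 7205 in the *Aire*-/- libraries, for isotype and anti-PD1. NK cells in the sort are argued against. With as much Gzma as splenic NK-like cells carry, they would have brought 1421 UMIs of Ncr1 and Klrb1c to the *Aire*-/- anti-PD1 library and 1773 to the *Aire*-/- isotype library, which had 36 and 51, against 82 and 78 in the *Aire*+/+ libraries. Free RNA spread over all cells is argued against, since 3.79% of the Gzma UMIs added under anti-PD1 lay in cluster 0, led by Lef1, and cluster 3, led by Snord35a. The cluster led by Ccl5, Gzma and Klrg1 held 84.6% of them, and 72.3% under isotype. That cluster made up 4.28%, 3.46%, 10.2% and 9.24% of the splenic libraries (in the order *Aire*+/+ isotype, *Aire*+/+ anti-PD1, *Aire*-/- isotype, *Aire*-/- anti-PD1), *Aire*-/- over *Aire*+/+ 2.67-fold (2.11 to 3.40) under anti-PD1 and 2.38-fold (1.91 to 2.98) under isotype. Of the added UMIs, 26.4% lay in 14 *Aire*-/- cells of the cluster led by cell-cycle genes under isotype, and 10.1% in 10 such cells under anti-PD1. A difference in depth is argued against as well. The share of cells with a Gzma UMI was 2.35%, 2.48%, 8.59% and 6.73% (medians of 6405, 6304.5, 6282 and 5801 UMIs per cell), against 0.363%, 0.405%, 0.730% and 0.794% in cluster 0. After thinning the shares were 1.52%, 1.49%, 7.05% and 5.71%, with a ratio of 3.82 (2.71 to 5.47) under anti-PD1 and 4.65 (3.31 to 6.64) under isotype. Gzmb moved the same way, with log2 ratios of 2.40 and 1.63. More effector-like cells in the spleens of *Aire*-/- mice is a biological explanation that remains, as a hypothesis, and it rests on 1 library per condition, so that differences between pools of mice stay open and untested.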

How the results depend on the processing

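Among the alternatives, another random seed, the match limited to clusters not named as another cell type, the denominator without macrophage-like cells for the monocyte-like and cell-cycle shares, the macrophage-like cells without a UMI of T or NK cell genes, and the settings for genes over all cells of the CD8+ tumor libraries were chosen only after the result was seen.

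Values here are *Aire*-/- anti-PD1 over *Aire*+/+ anti-PD1 unless stated. In the tumors, the fold of activated CD8+ T-like cells was 3.43 and lay between 1.96 and 4.23 over 11 settings. It was 4.21 with 2000 variable genes and 30 principal components, 4.23 with cells thinned to 1000 UMIs, 4.11 at resolution 0.8 and 4.08 with tumor libraries clustered alone, and for these the cause was not tested. It was 1.96 without macrophage-like cells in the denominator, where the fold of NK-like cells was 1.35, and this follows from the way the share is built. The fold of NK-like cells was otherwise between 1.98 and 2.39. It was not compared with 2000 variable genes, with doublets removed, without regression and at resolution 0.8, where a cluster of the class had more markers of another class. The ratio of macrophage-like cells was 0.380 with thinned cells, 0.364 with the gate on UMIs and 0.238 at resolution 0.8, against 0.291, and the cause was not tested. It was 0.413 without activated CD8+ T-like cells in the denominator. No setting changed the direction of these 3 folds. The fold of monocyte-like cells in the tumors was 1.30 with thinned cells, against 1.09, and 1.05 under isotype, against 1.24, and the cause was not tested. Without macrophage-like cells in the denominator these folds changed direction, to 0.625 and 0.897, as did that of the cluster led by cell-cycle genes, from 1.37 to 0.781, and this follows from the way the share is built. Under isotype the fold of that cluster was 1.50.

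Anti-PD1 over isotype in *Aire*-/- mice, the fold of activated CD8+ T-like cells was 3.22 with 2000 variable genes and 1.99 without macrophage-like cells in the denominator, against 2.74. That of macrophage-like cells was 0.539 with the other denominator, against 0.392. In *Aire*+/+ mice both folds stayed within the counting intervals of their main values under the 10 other settings, at no less than 1.82 for activated CD8+ T-like cells and between 0.907 and 0.984 for macrophage-like cells. The cause was not tested for the value with 2000 variable genes.

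In the spleens, the fold of B-like cells fell from 1.17 to 1.03 with 2000 variable genes, 1.04 with the stricter filter, 1.06 with thinned cells, 1.02 with doublets removed and 1.04 without regression. That of naïve T-like cells changed direction, from 1.15 to 0.941 with 2000 variable genes and 0.999 at resolution 0.8. The cause was not tested for any of these. The fold of monocyte-like cells lay between 0.497 and 0.519 over 8 settings, and that of NK-like cells between 1.07 and 1.11 over 4.

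Of the lists, the median of the genes that Supplementary Table 2 gives as lowered was 0.37 and changed sign under 5 alternatives, to -0.59 with the stricter filter, -0.13 with thinned cells, -0.00685 with mean log-normalized values, -0.44 with doublets removed and -0.96 with the gate. It was 0.11 at resolution 0.8. The cause was not tested. With mean log-normalized values, which are on a natural-log scale, medians were smaller by construction, at 0.33 (Table 2, raised), 0.32 and -0.22 (Table 3, raised and lowered), 0.34 and -0.50 (Table 4) and 0.45 and -0.49 (Supplementary Data 3). Thinned cells gave 1.00 for the raised genes of Table 4 and of Supplementary Data 3, and -1.06 for the lowered ones of Supplementary Data 3, which were at -0.91 with the stricter filter and -1.16 with the gate. The lowered genes of Table 3 were at -1.11 with the gate and -0.99 at resolution 0.8. The cause of these was not tested, and none changed sign.

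The share of the cluster matched to cluster 6 that came from *Aire*-/- anti-PD1 was 39.8% at resolution 0.8, 43.5% with tumor libraries alone and 37.5% without the genes of Supplementary Data 4 and 5, against 33.7%, and the fold was 2.04 and 1.70 under the last pair, against 1.47. The cause was not tested. Over 11 settings the share lay between 32.2% and 43.5%. For the cluster matched to cluster 9 it lay between 32.6% and 39.8% and the fold between 1.27 and 2.27. These ranges for cluster 9 cover different kinds of cluster. It was matched to a macrophage-like cluster under most settings, to the unnamed cluster of cluster 6 at resolution 0.8, with thinned cells and when other cell types were left out, and to another unnamed cluster with tumor libraries alone.

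The 32 pairs of gene and condition kept their direction between tumor and spleen under 3 alternatives. Of the single genes that the paper's text names, none of 112 values in the classes, 93 between tissues and 42 over the CD8+ tumor libraries changed direction, and 54, 28 and 2 of them left the counting interval of the main value. Of the genes with the largest ratios in the classes, 8 of 147 values changed direction and 41 more left the interval, and 5 genes with 0 UMIs in 1 library have no ratio. In activated CD8+ T-like cells, Lyz2 came to -1.31 and Alox5ap to -0.90 with the gate, Alox5ap to -0.95 with the stricter filter and Klra7 to 0.00695 at resolution 0.8. In NK-like cells, Cd8a came to -1.09 and H2-Aa to -0.091 with thinned cells, H2-Aa to -1.23 with the gate and Tgm2 to 0.00497 with mean log-normalized values. Of the listed genes, on the scale of the paper's fold changes, 21 of 175 values for Supplementary Table 2, in 10 genes, and 5 of 168 for Supplementary Table 3, in 5 genes, changed direction, and none of 30 for Supplementary Table 4 or of 385 for Supplementary Data 3. With the gate, Lyz2 went from 1.36 to -1.39, Il1b from 1.06 to -1.48, Tgfbi from 1.11 to -1.29, Apoe from 1.02 to -1.20, Lgmn from 1.06 to -1.19, Fcgr2b from 1.02 to -1.17 and Alox5ap from 1.07 to -1.13. The cause of these changes was not tested. With beta chains alone, the Shannon index of the clones in the paper's table was 5.53, 4.72, 5.35 and 4.96, lower by construction. Another random seed gave folds of 3.43 for activated CD8+ T-like, 2.37 for NK-like and 0.268 for macrophage-like cells.

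Depth limits the small classes most, and the counting intervals leave out the spread between mice. Each condition, tissue and sort has a single replicate, so no block by replicate number was fitted. The tumor and splenic libraries of the CD8+ sort form 4 pairs matched on condition, and their ratios were taken within each pair, but no paired test over the 4 was run. The search over the 8 pairs of libraries matched on treatment, tissue and sort described directions without a test, and no model over genotype and treatment together was fitted.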

Differences from the paper's values

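The comparison of fold-change scales was chosen only after the result was seen. The paper's tests took cells as replicates, and the values here are sums or shares with 1 library per condition, so that none carries a test. Clusters were rebuilt here, and the paper's clusters 0 and 2 are 1 class. The other denominators were left out of the comparison with Fig. 5d. The settings named are alternatives set before the data were examined.

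Of the shares of tumor CD45+ cells in the supplementary data of Fig. 5d, neutrophils in *Aire*-/- anti-PD1 were the paper's 1.2% and 0.627% here, 1.20% without regression and 1.16% with tumor libraries clustered alone. These settings differ from the paper's by less than 1.5 times, and the others do not. B cells were the paper's 0.1% in every condition. Here they were 0.922% in *Aire*+/+ isotype, 0.317% in *Aire*+/+ anti-PD1 and 0.808% in *Aire*-/- isotype, and without regression, the only setting to come within 1.5 times, 0.137%, 0.136% and 0.108%. In *Aire*-/- anti-PD1 they were 0.289%, and no setting came within 1.5 times. Naïve CD8+ T cells were the paper's 0.2% in *Aire*+/+ isotype, 0.3% in *Aire*+/+ anti-PD1, 0.3% in *Aire*-/- isotype and 0.2% in *Aire*-/- anti-PD1, and the naïve T-like class made up 0.922%, 0.725%, 1.08% and 1.64% here. That class is not limited to CD8+ cells, since its marker score was 1.94 for naïve CD8+ and 1.88 for CD4+ T cells, so the populations differ and no direction is drawn. Only the second came within 1.5 times, at 0.408% both at resolution 0.8 and without regression.

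The cluster matched to cluster 6 (Fig. 6c) was also the best match of cluster 4 in the main setting, so its shares are not those of cluster 6 alone. The paper's share of the cells of cluster 6 from *Aire*+/+ isotype is 14.7%, and the matched cluster had 23.9%, with 17.9% at resolution 0.8, 18.6% with tumor libraries alone and 20.6% without the genes of Supplementary Data 4 and 5. From *Aire*-/- isotype the paper's share is 13.1%, and it was 19.8% here, with 17.7% at resolution 0.8, 19.3% with thinned cells and 16.5% with tumor libraries alone. From *Aire*-/- anti-PD1 the paper's share is 53.2%, and it was 33.3% here, with 39.7% at resolution 0.8, 43.5% with tumor libraries alone and 36.7% without the genes of Supplementary Data 4 and 5. The other settings did not come within 1.5 times.

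The fold changes of the paper's lists were compared on the scale they match best, found after the data were seen, which is the ratio of the mean UMIs per 10000 of each cell plus 1, with a fall written as a negative fold. On it 12 of 25 genes of Supplementary Table 2, 22 of 24 of Supplementary Table 3, 6 of 6 of Supplementary Table 4 and 55 of 55 of Supplementary Data 3 lay within 1.5 times of the paper's values. Without the added 1 these were 11, 18, 3 and 41.

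In Supplementary Table 2, Gem is the paper's 1.85 and 1.19 here, and came within 1.5 times with the gate (1.32), at resolution 0.8 (1.41) and with thinned cells (1.32). With the gate alone, Fcgr2b, the paper's -1.5 and 1.02 here, came to -1.17. In the same way Alox5ap, the paper's -1.52 and 1.07 here, came to -1.13, Lgmn, the paper's -1.54 and 1.06 here, to -1.19, Lyz2, the paper's -1.84 and 1.36 here, to -1.39, and Il1b, the paper's -1.94 and 1.06 here, to -1.48. No setting brought the following genes within 1.5 times. Zfp36 is the paper's -1.53 and 1.45 here, Apoe the paper's -2.36 and 1.02 here, Tgfbi the paper's -2.41 and 1.11 here, Tyrobp the paper's -2.68 and -1.11 here, Slfn4 the paper's -2.81 and -1.03 here, and Cd74 the paper's -4.4 and 1.28 here. In Supplementary Table 3, Cd74 is the paper's 2.12 and 1.28 here, within 1.5 times under no setting. Tnfrsf4 is the paper's -2.28 and -1.49 here, and came within 1.5 times under other scaling (-1.61) and the gate (-1.89).

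Some statements of the paper go another way in these values. Most of cluster 6 is said to come from *Aire*-/- anti-PD1, and the matched cluster drew at most 43.5% of its cells from it under any setting, though in the main setting that cluster was also the best match of cluster 4. No change is reported in the populations of the spleen, where the monocyte-like share was 0.497 times that of *Aire*+/+ mice under anti-PD1. The share of the cluster led by cell-cycle genes was 0.276 times that of *Aire*+/+ mice. However, 91.7% (*Aire*-/-) and 95.8% (*Aire*+/+) of its splenic cells under anti-PD1 had a UMI of a Cd79 gene. The splenic B-like share was 1.02 to 1.17 times that of *Aire*+/+ mice over 8 settings. The shares of these clusters are therefore not read as separate changes of cell types. Of the 17 genes that Supplementary Table 2 lists as lowered, 8 were lower here, in a class wider than the paper's cluster. Their median log2 ratio of 0.37 took the paper's sign under 5 alternatives, down to -0.96 with the gate. This difference thus depends on the processing. Clones are said to be more diverse in *Aire*-/- than in *Aire*+/+ mice under isotype as well. Computed from the paper's own table of clones, the effective number under isotype was 267 for *Aire*+/+ and 233 for *Aire*-/- mice. That table holds 1214 and 1190 cells under isotype, in the same order, while the paper's Supplementary Table 5 gives 1596 and 1345 cells with both chains, so it is not known to hold all cells behind the statement. Fig. 7a shows about 200 for *Aire*+/+ and about 250 for *Aire*-/- mice, read by eye. Passing cells matched the paper's number in 15 of 16 libraries, with 1856 in the *Aire*-/- isotype tumor CD45+ library against the paper's 1855.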

Other observations

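The tests of macrophage transcripts in T cells, of Nkg7 in macrophage-like cells and of the cells that join the activated CD8+ T-like class were chosen only after the result was seen.

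UMIs of Lyz2, Apoe, C1qa, C1qb and C1qc were found in activated CD8+ T-like cells of the tumor CD45+ libraries. In the order *Aire*+/+ isotype, *Aire*+/+ anti-PD1, *Aire*-/- isotype and *Aire*-/- anti-PD1, 17.7%, 24.3%, 20.6% and 16.7% of these cells had one (medians of 8693, 7525, 9122 and 8216 UMIs per cell), against 21.7%, 17.4%, 18.4% and 10.2% of the NK-like cells (medians of 10740, 9678, 9565 and 9765.5). In *Aire*-/- anti-PD1, 87.5% of these UMIs lay in the 2% of the activated CD8+ T-like cells with most of them. This would follow from droplets that hold a T cell and a macrophage, a candidate explanation that stays open as a hypothesis. The same share was 82.7% and 78.7% in the isotype libraries and 24.3% in *Aire*+/+ anti-PD1. Free RNA in proportion to the macrophages is argued against as the whole cause, because the share of cells with such a UMI fell to 0.689 (95% interval 0.502 to 0.957) of that in *Aire*+/+ anti-PD1 while the macrophage-like share fell to 0.291. Cells that pass both the CD8+ T cell and the macrophage gate made up 0.375%, 0.543%, 1.24% and 2.02% of the tumor libraries. No biological explanation was tested.

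Nkg7, a gene of T and NK cells, had 143 UMIs in the macrophage-like cells of the *Aire*-/- anti-PD1 tumor and 45 in those of *Aire*+/+ anti-PD1. Free RNA of T and NK cells spread over all macrophage-like cells is argued against as the whole cause, since 5.79% of the *Aire*-/- cells (3.47 to 8.99) had such a UMI, where the same UMIs spread by depth would reach 35.8%. Droplets that hold a macrophage and a T or NK cell are a candidate explanation, as a hypothesis, because 93.7% of the UMIs lay in the 32 of 311 cells that also had a UMI of a Cd3 gene, Ncr1 or Klrb1c. T or NK cells placed in the class stay open as well. Without such cells Nkg7 rested on 9 UMIs against 6, with a log2 ratio of 2.93 (1.28 to 4.70), which leaves free RNA open for that remainder. Nos2 came to 2.49 without them and Ifitm1 to 1.78, outside the counting intervals of their main values, and Cxcl9, Gbp2, Gbp4 and Ifi47 stayed within theirs. No biological explanation was tested.

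Gzmb and Prf1 name the activated CD8+ T-like class, so a change in which cells fall into it was tested as the cause of their higher level in *Aire*-/- anti-PD1 tumors. It is argued against as the whole cause by the tumor libraries of the CD8+ sort, where Gzmb had a log2 ratio of 0.29 over all cells, in the same direction and smaller than the 0.73 within the class. Under isotype the ratio over all cells was 0.27. A difference between pools of mice stays open, as does an effect of the genotype, and neither was tested.

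The paper's table of TCR clones was also summarised. It lists 565 clones in 1214 cells for *Aire*+/+ isotype, 402 in 1479 for *Aire*+/+ anti-PD1, 476 in 1190 for *Aire*-/- isotype and 492 in 1427 for *Aire*-/- anti-PD1, as the paper's values. The Shannon index computed from them was 5.59, 4.84, 5.45 and 5.13, and after drawing 1190 cells from each 1000 times its mean was 5.58, 4.78, 5.45 and 5.08. The 4 largest clones held 14.2%, 21.1%, 13.9% and 22.8% of the cells. These are single libraries, and the spread between mice is not known.

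All 192 genes of Supplementary Data 4 and all 295 of Supplementary Data 5 stand with the same fold change in the sheets of clusters 6 and 9 of Supplementary Data 7. The paper describes the first pair as comparing *Aire*-/- anti-PD1 cells with the other conditions within a cluster, and it describes the last as fold changes over all conditions, separated by tabs. The largest of these fold changes are the paper's 208.08 and 4.6285e+06.

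Sequences of transgenes and vectors had between 1 and 11 UMIs per library.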
